# Smad7 effects on TGF-**β** and ErbB2 restrain myofibroblast activation and protect from postinfarction heart failure

**DOI:** 10.1172/JCI146926

**Published:** 2022-02-01

**Authors:** Claudio Humeres, Arti V. Shinde, Anis Hanna, Linda Alex, Silvia C. Hernández, Ruoshui Li, Bijun Chen, Simon J. Conway, Nikolaos G. Frangogiannis

**Keywords:** Cardiology, Immunology, Fibrosis, Growth factors, Heart failure

## Abstract

Repair of the infarcted heart requires TGF-β/Smad3 signaling in cardiac myofibroblasts. However, TGF-β–driven myofibroblast activation needs to be tightly regulated in order to prevent excessive fibrosis and adverse remodeling that may precipitate heart failure. We hypothesized that induction of the inhibitory Smad, Smad7, may restrain infarct myofibroblast activation, and we examined the molecular mechanisms of Smad7 actions. In a mouse model of nonreperfused infarction, Smad3 activation triggered Smad7 synthesis in α-SMA^+^ infarct myofibroblasts, but not in α-SMA^–^PDGFRα^+^ fibroblasts. Myofibroblast-specific Smad7 loss increased heart failure–related mortality, worsened dysfunction, and accentuated fibrosis in the infarct border zone and in the papillary muscles. Smad7 attenuated myofibroblast activation and reduced synthesis of structural and matricellular extracellular matrix proteins. Smad7 effects on TGF-β cascades involved deactivation of Smad2/3 and non-Smad pathways, without any effects on TGF-β receptor activity. Unbiased transcriptomic and proteomic analysis identified receptor tyrosine kinase signaling as a major target of Smad7. Smad7 interacted with ErbB2 in a TGF-β–independent manner and restrained ErbB1/ErbB2 activation, suppressing fibroblast expression of fibrogenic proteases, integrins, and CD44. Smad7 induction in myofibroblasts serves as an endogenous TGF-β–induced negative feedback mechanism that inhibits postinfarction fibrosis by restraining Smad-dependent and Smad-independent TGF-β responses, and by suppressing TGF-β–independent fibrogenic actions of ErbB2.

## Introduction

The adult mammalian myocardium contains abundant fibroblasts (1, 2). Following myocardial infarction (MI), fibroblasts become activated and play a critical role in repair, protecting the heart from catastrophic rupture (3, 4). However, the cardiac reparative response requires tight regulation of fibroblast activation. Early expansion of matrix-synthesizing myofibroblasts during the proliferative phase of infarct healing is followed by deactivation and acquisition of a quiescent fibroblast phenotype in the mature scar (5). Considering the importance of timely stimulation and suppression of fibroblast activity in the healing heart, impaired myofibroblast deactivation following MI would be expected to cause progressive fibrosis and may contribute to the pathogenesis of post-MI heart failure. Thus, endogenous negative regulators of fibrogenic pathways may play a crucial role in protection of the infarcted heart from adverse remodeling. The molecular signals responsible for suppression of the cardiac fibrotic response following injury remain poorly understood.

The members of the transforming growth factor β (TGF-β) family are central mediators of fibroblast activation (6, 7). TGF-βs signal by binding to a heteromeric receptor complex composed of the constitutively active type II TGF-β receptor (TβRII) and a type I receptor (8). Phosphorylation of the type I receptor upon ligand binding recruits and activates intracellular effectors, the receptor-activated Smads (R-Smads), or transduces signals through Smad-independent pathways (9). In fibroblasts, TGF-β stimulation triggers myofibroblast conversion (10), induces synthesis of collagens and fibronectin, and activates a matrix-preserving program that is associated with inhibition of protease activity and upregulation of antiproteases, such as tissue inhibitors of metalloproteinases (TIMPs) (11) and plasminogen activator inhibitor 1 (PAI-1) (12). Moreover, TGF-βs stimulate cardiac fibroblast migration and induce integrin expression on the cell surface. In cardiac fibroblasts, TGF-βs exert their activating effects predominantly through the Smad3 cascade (4, 11, 13, 14) or via non-Smad pathways, such as p38 MAPK (15).

Although activation of TGF-β/Smad3 in fibroblasts is critical for repair of the infarcted heart, contributing to formation of organized myofibroblast arrays and protecting from ventricular rupture and adverse dilative remodeling (4), fibrogenic TGF-β signaling needs to be tightly regulated in order to prevent uncontrolled fibrogenic activation. The inhibitory Smads, Smad6 and Smad7, lack the C-terminal SSXS motif and cannot be phosphorylated upon binding to type I receptors, but serve as endogenous inhibitors of signals transduced by TGF-β superfamily ligands through interactions with TβRs or R-Smads (16). Smad6 preferentially inhibits bone morphogenetic protein (BMP) responses, mediated through ALK3 and ALK6, whereas Smad7 inhibits both TGF-β– and BMP-induced cascades (17). The potential role of Smad7 as a regulator of cardiac fibrosis has not been studied.

We hypothesized that Smad7 may be induced in infarct fibroblasts, thus limiting responsiveness to TGF-βs and restraining fibrosis. We found that following infarction, Smad7 is induced in myofibroblasts (and not in α-smooth muscle actin^–^ [α-SMA^–^]/PDGFRα^+^ fibroblasts) in a Smad3-dependent manner. Cell-specific loss-of-function approaches showed that myofibroblast Smad7 protects the infarcted heart from heart failure–related mortality and from adverse remodeling, limiting fibrosis in the infarct border zone and in the papillary muscles. The effects of Smad7 on the TGF-β cascade are mediated through actions downstream of the TβRs, involving inhibition of both Smad2/3-mediated and Smad-independent TGF-β–stimulated pathways. Surprisingly, unbiased transcriptomic and proteomic studies and pharmacologic inhibition experiments demonstrated that the antifibrotic effects of fibroblast Smad7 involve inhibition of epidermal growth factor receptor (EGFR) signaling through a TGF-β–independent interaction with ErbB2. Thus, Smad7 acts not only as a TGF-β inhibitor, but exerts its potent antifibrotic actions, at least in part, by interfering with the EGFR/ErbB system.

## Results

### TGF-βs induce Smad7 synthesis in cultured cardiac fibroblasts.

Mouse ventricular fibroblasts cultured in collagen lattices were stimulated with TGF-β superfamily members. All 3 TGF-β isoforms, but not activins, myostatin, or GDF11, induced *Smad7* synthesis in cardiac fibroblasts (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI146926DS1).

### Smad7 expression is markedly upregulated in infarct fibroblasts, is associated with fibroblast to myofibroblast conversion, and is dependent on Smad3 signaling.

Immunohistochemical staining showed low-level Smad7 immunoreactivity in sham mouse hearts (Figure 1A). MI was associated with a marked increase in Smad7 expression levels, peaking after 7 days of permanent coronary occlusion. Smad7 immunoreactivity was localized in both interstitial cells and in border zone cardiomyocytes (Figure 1, B and C). In order to examine whether Smad7 is expressed in infarct fibroblasts and myofibroblasts, we performed Smad7/α-SMA immunofluorescent staining in infarcted PDGFRα^GFP^ fibroblast reporter mice. In this model, infarct myofibroblasts are identified as α-SMA^+^PDGFRα^+^ cells, whereas fibroblasts that do not undergo myofibroblast conversion are α-SMA^–^PDGFRα^+^. Triple immunofluorescence for Smad7, α-SMA, and PDGFRα showed that the number of Smad7^+^ fibroblasts peaked 7 days after MI (Figure 1, D–M), and that the majority of these cells were myofibroblasts (Figure 1, D–K, and Supplemental Figure 1H). Moreover, PDGFRα^+^α-SMA^–^ infarct fibroblasts at the 1-day and 3-day time points (prior to myofibroblast conversion) had negligible Smad7 expression. PDGFRα staining identified a large population of fibroblasts in the mature scar, after 28 days of coronary occlusion (Figure 1, K–L). A relatively small fraction of these cells expressed Smad7 (Figure 1M and Supplemental Figure 1H). Localization of Smad7 in myofibroblasts was confirmed by performing Smad7 staining in *Postn*-Cre;ROSA26^EYFP^ mice, in which activated myofibroblasts are labeled (Supplemental Figure 1, I–O). Periostin^+^ infarct myofibroblasts infiltrating the infarcted myocardium 7 days after coronary occlusion exhibited intense Smad7 immunoreactivity. In vitro, we compared *Smad7* expression levels between cardiac fibroblasts cultured in plates (which exhibit a myofibroblast phenotype; ref. 18) and fibroblasts cultured in collagen pads (which have low levels of α-SMA expression; ref. 18). Myofibroblasts in culture plates had much higher *Smad7* expression than fibroblasts populating collagen lattices (Supplemental Figure 1B).

TGF-β signals through Smad-dependent and non-Smad pathways. In order to examine the mechanism of TGF-β–induced Smad7 induction in cardiac fibroblasts, we studied the effects of Smad3 loss on fibroblast Smad7 expression. Cardiac fibroblasts harvested from *Smad3*-KO mice (13) had markedly attenuated *Smad7* expression upon stimulation with TGF-β1 (Supplemental Figure 1C). Moreover, infarct fibroblasts harvested from mice with myofibroblast-specific Smad3 loss (4) had significantly lower *Smad7* levels in comparison to cells harvested from *Smad3^fl/fl^* infarcts (Supplemental Figure 1D). These findings suggest that Smad7 induction is predominantly found in infarct myofibroblasts and is mediated through activation of TGF-β/Smad3 signaling.

### Mice with myofibroblast-specific loss of Smad7 have no baseline defects.

In order to investigate the role of Smad7 in regulation of the fibroblast phenotype, we generated mice with myofibroblast-specific Smad7 loss (MFS7KO, Supplemental Figure 2A). Dual immunofluorescence of mouse hearts after 7 days of permanent occlusion demonstrated myofibroblast-restricted Smad7 loss; in contrast, other cell types (such as border zone cardiomyocytes) exhibited Smad7 expression (Supplemental Figure 2, B–E). MFS7KO mice appeared normal and had no baseline defects. In the absence of injury, fibroblasts harvested from MFS7KO and *Smad7^fl/fl^* mice had comparable expression of matrix genes, reflecting the absence of recombination in control cardiac fibroblasts (Supplemental Figure 2F). Body weight, heart rate, and echocardiographic parameters reflecting systolic and diastolic function were comparable between MFS7KO and *Smad7^fl/fl^* animals in both male and female groups (Supplemental Figure 3).

### Myofibroblast-specific Smad7 loss increases heart failure–related mortality in infarcted mice.

When compared with *Smad7^fl/fl^* mice, MFS7KO animals had significantly increased mortality following nonreperfused infarction (Figure 2A). The increased mortality was due to markedly accentuated death rates in male animals (Figure 2, B and C). In order to determine the cause of increased mortality in mice with myofibroblast-specific Smad7 loss, we prospectively performed systematic postmortem histologic analysis to determine the cause of death in a subpopulation of 40 mice undergoing 28-day permanent coronary occlusion protocols (19 *Smad7^fl/fl^*, 21 MFS7KO). In this subpopulation, 2 *Smad7^fl/fl^* and 11 MFS7KO animals died and the hearts were harvested, sectioned from base to apex, and systematically studied to identify rupture sites (Figure 2, D–K), as previously described (19). Two of 2 deaths in *Smad7^fl/fl^* mice and 9 of 11 deaths in MFS7KO animals were not associated with rupture, suggesting that increased mortality in MFS7KO was unrelated to rupture events. In order to further explore the basis for increased mortality in MFS7KO mice, we compared cardiac function and left ventricular geometry at the 7-day time point between MFS7KO mice that died between 7 and 28 days and corresponding survivors. Mice dying between 7 and 28 days exhibited markedly reduced ejection fraction and increased left ventricular end-diastolic volume (measured at the 7-day time point) when compared with animals that survived through the entire 28-day protocol (Figure 2, L–O). Thus, these findings suggest that heart failure is the main cause of death in MFS7KO animals.

### Myofibroblast-specific Smad7 loss accentuates adverse postinfarction remodeling.

Echocardiographic analysis showed that 7 to 28 days after MI, MFS7KO mice had worse systolic dysfunction (evidenced by lower ejection fraction) and accentuated dilative ventricular remodeling (suggested by increased end-diastolic left ventricular volumes) when compared with *Smad7^fl/fl^* animals. (Figure 3). Moreover, myofibroblast-specific Smad7 loss was associated with a higher E/E′ ratio (the ratio between early mitral inflow velocity and mitral annular early diastolic velocity) 7 days after MI, suggesting worse diastolic dysfunction (Figure 3G). Myofibroblast-specific Smad7 loss increased adverse postinfarction remodeling in both male (Supplemental Figure 4) and female mice (Supplemental Figure 5).

### Myofibroblast-specific Smad7 loss does not affect scar size, but is associated with expansion of myocardial fibrosis in the infarct border zone.

Mortality data and functional echocardiographic analysis show that myofibroblast-specific Smad7 protects the infarcted heart from adverse remodeling and reduces heart failure–related mortality. In order to explore the cellular mechanism responsible for the protective effects of myofibroblast Smad7 in the infarcted heart, we first examined whether Smad7 loss affects the size of the infarct. Systematic morphometric analysis of infarcted hearts sectioned from base to apex showed that *Smad7^fl/fl^* mice and MFS7KO animals had comparable scar sizes after 7 to 28 days of permanent occlusion (Supplemental Figure 6, A–D). Sex-specific analysis showed no significant effects of myofibroblast-specific Smad7 loss on scar size in both male and female animals (Supplemental Figure 7, A and B). Moreover, triphenyltetrazolium chloride (TTC) staining showed no significant effect of myofibroblast-specific Smad7 loss on acute infarct size 48 hours after coronary occlusion (Supplemental Figure 6, E–G).

Because myofibroblasts are the predominant matrix-secreting and matrix-remodeling cells in the infarct, we examined the effects of myofibroblast-specific Smad7 loss on collagen content in the infarcted area, infarct border zone, and in the remote remodeling myocardium. Seven days after infarction, MFS7KO mice had significantly higher collagen content in the infarct zone when compared with *Smad7^fl/fl^* animals (Figure 4, A–H). Twenty-eight days after coronary occlusion, MFS7KO mice had increased collagen deposition in the infarct border zone (Figure 4L), but comparable collagen content in the infarcted and remote remodeling myocardium. Moreover, fibrosis was significantly increased in the papillary muscles of MFS7KO mice (Figure 4M). The profibrotic effects of myofibroblast-specific Smad7 loss were noted in both male and female mice (Supplemental Figure 7, C and D). The findings suggested that myofibroblast Smad7 protects by restraining fibrotic remodeling in the infarct border zone.

### Myofibroblast-specific Smad7 loss increased myofibroblast and matrifibrocyte density in the infarcted myocardium.

Next, we examined whether expansion of fibrosis in infarcted MFS7KO animals is associated with accentuated infiltration of the infarct and infarct border zone with activated myofibroblasts. Myofibroblasts were identified as α-SMA–expressing cells located outside the vascular wall. Myofibroblast density in infarcted myocardium peaks after 7 days of coronary occlusion and is significantly reduced as the scar matures, after 28 days of coronary occlusion (20). MFS7KO mice had a modest but significant increase in myofibroblast density in the infarcted myocardium after 7 days of coronary occlusion (Supplemental Figure 8, A–C). In contrast, myofibroblast density in the remote remodeling myocardium was not affected by the absence of Smad7. In order to examine whether the increased infiltration of the infarct with myofibroblasts in MFS7KO mice is due to effects on proliferation of these cells, we performed dual immunofluorescence with α-SMA and the proliferation marker Ki67. No significant differences in myofibroblast proliferation were noted between groups (Supplemental Figure 8, D–F). Moreover, TUNEL staining showed that increased myofibroblast infiltration in MFS7KO infarcts was not due to reduced apoptosis (Supplemental Figure 8, G–I).

During scar maturation, infarct fibroblasts and myofibroblasts transition to matrifibrocytes, specialized fibroblasts that synthesize genes typically expressed by chondroblasts and osteoblasts, such as *Comp, Chad*, and *Clip2* (5). In order to examine whether Smad7 loss affects matrifibrocyte transition in the infarcted myocardium, we compared the density of COMP^+^ matrifibrocytes between MFS7KO and *Smad7^fl/fl^* infarcts after 28 days of coronary occlusion. MFS7KO mice had significantly increased matrifibrocyte density in the mature scars, when compared with *Smad7^fl/fl^* controls (Supplemental Figure 9). Next, we examined whether Smad7 loss also affects the gene expression profile of matrifibrocytes. We sorted CD31^–^CD45^–^ cells harvested from MFS7KO and *Smad7^fl/fl^* infarcts and compared expression of genes associated with fibroblast activation, myofibroblast conversion, and matrifibrocyte transition. Cells lacking Smad7 had increased expression of *Col1a1* (collagen type I α1) and accentuated expression of the matrifibrocyte genes *Comp* and *Chad*, but comparable expression of the myofibroblast marker *Postn* (periostin) (Supplemental Figure 10).

Because fibroblasts have been implicated in regulation of angiogenesis (21), we compared the microvascular density between MFS7KO and *Smad7^fl/fl^* infarcts using CD31 staining. Myofibroblast-specific Smad7 loss did not affect microvessel density in the infarct zone and in the remote remodeling myocardium (Supplemental Figure 11).

### Smad7 loss accentuates expression of structural and matricellular matrix genes and increases synthesis of matrix-preserving Timps.

In order to explore the effects of Smad7 on fibroblast activity, we used adenovirus-mediated Cre overexpression to delete Smad7 in fibroblasts harvested from *Smad7^fl/fl^* hearts, and Smad7 overexpression studies. Smad7 loss and overexpression was documented using qPCR and Western blotting (Supplemental Figure 12).

A PCR array (Supplemental Figure 13) demonstrated that Smad7 loss in fibroblasts is associated with markedly accentuated synthesis of mRNAs encoding structural matrix proteins (including *Col1a1*, *Col3a1* [collagen type III α1], *Col5a1* [collagen type V α1], *Col6a1* [collagen type VI α1], and *Fn* [fibronectin]; Figure 5, A–H), basement membrane genes (including those encoding laminins and collagen IV chains; Supplemental Figure 14, A–G), and matricellular proteins (including *Postn*, *Tsp1* [thrombospondin 1], *Tsp2*, *Ccn2* [cellular communication network factor 2], and *Vcan* [versican]; Figure 5, A–H, and Supplemental Figure 14). Smad7 loss also accentuated fibroblast expression of *Itgb1* (Supplemental Figure 14I), which encodes a TGF-β–inducible surface protein (integrin β1) with an important role in fibroblast activation (22) and proliferation (23). Moreover, Smad7 loss had profound effects on expression of genes associated with matrix remodeling, reducing *Mmp1a* levels and increasing expression of *Mmp2*, *Timp1*, *Timp2*, and *Adamts* family members (Supplemental Figure 15). In order to study the effects of fibroblast Smad7 loss on matrix remodeling, we compared collagen synthesis and denaturation in collagen I lattices populated with *Smad7*-KO or control fibroblasts. In TGF-β1–stimulated cells, Smad7 absence increased collagen III labeling (reflecting increased de novo collagen synthesis and deposition), but also enhanced labeling with collagen hybridizing peptide (CHP), a marker of collagen denaturation (ref. 24 and Supplemental Figure 16).

### Smad7 overexpression attenuates myofibroblast conversion and reduces collagen I and fibronectin synthesis, without affecting collagen III levels.

Western blotting experiments showed that Smad7 overexpression inhibits acquisition of a myofibroblast phenotype in TGF-β1–stimulated fibroblasts, reducing expression of α-SMA protein (Figure 6, A and B). A PCR array (Supplemental Figure 17) showed that Smad7 overexpression attenuated synthesis of mRNAs encoding collagen type I α1, fibronectin, and thrombospondin 2 (Figure 6, C, G, and J) without affecting *Col3a1* transcription (Figure 6D). Moreover, Smad7 overexpression had modest effects on synthesis of matrix remodeling genes, such as *Mmps*, *Timps* and *Adamts* family members (Figure 6, K–N, and Supplemental Figure 18), but reduced synthesis of *Ccn2* and *Itgb1* (Supplemental Figure 19).

Overall, the *Smad7*-KO and -overexpression experiments suggest that Smad7 restrains expression of structural and matricellular matrix genes (Supplemental Figure 20). For some of the genes (pattern 2, red), the endogenous expression of Smad7 in cultured myofibroblasts is sufficient to maximally restrain gene expression, whereas in many other genes (pattern 1, blue), forced overexpression further reduces gene expression. Only one gene (*Lama2*, pattern 3, green) showed a pattern consistent with inhibitory effects of endogenous Smad7, accompanied by induction upon forced overexpression.

### Smad7 restrains TGF-β–mediated Smad2/3, ERK, and AKT signaling without affecting TβR activation.

Next, we investigated the molecular mechanism responsible for the deactivating effects of Smad7 on infarct myofibroblasts. Smad7 has been suggested to act as an endogenous inhibitor of TGF-β superfamily members; however, the level of interaction between Smad7 and the TGF-β signaling cascades (Smad-dependent and Smad-independent) is controversial. It has been suggested that Smad7 may directly associate with TβRs and inhibit TβRI kinase activity, interfere with R-Smad–TβR binding (25–27), or inhibit formation of the R-Smad–Smad4 complex (28). In order to identify the level of interaction between Smad7 and the TGF-β signaling cascade, we examined the effects of Smad7 loss on direct activation of TGF-β–mediated Smad-dependent and Smad-independent signaling. Smad7 loss accentuated Smad3 and Smad2 activation after 30 minutes of stimulation with TGF-β1 (Figure 7, H–K), without affecting activation of TβRII and TβRI (Figure 7, A–D). Moreover, Smad7 loss markedly enhanced ERK MAPK and AKT signaling in response to TGF-β (Figure 7, L–O). These findings suggest that Smad7 acts downstream of the TβRs, restraining activation of Smad-dependent signaling and Smad-independent ERK and AKT cascades.

In order to investigate the long-term interactions between Smad7 and the TGF-β signaling cascade, we studied effects of Smad7 loss on Smad2/3 and on non-Smad signaling pathways after 24 hours of TGF-β1 stimulation. As anticipated, Smad7 loss did not affect phosphorylation of the (constitutively active) TβRII (Supplemental Figure 21, A and B), but significantly increased Smad2 and Smad3 activation, consistent with the direct effects of Smad7 on R-Smad activation suggested by the 30-minute stimulation experiment (Supplemental Figure 21, H–K). However, after 24 hours of stimulation, Smad7 loss also accentuated TβRI activity without affecting total TβRI levels (Supplemental Figure 21, C and D). Considering the absence of a direct effect of Smad7 loss on TβRI activity at the 30-minute time point, the effects at 24 hours likely reflect indirect consequences of Smad7 loss on TGF-β signaling cascades. Moreover, AKT and ERK MAPK activation was not affected by Smad7 loss after 24 hours of TGF-β1 stimulation (Supplemental Figure 21, L–O), supporting the notion that the inhibitory effects of Smad7 on non-Smad pathways are transient.

### Effects of Smad7 loss on the transcriptome of cardiac fibroblasts.

In addition to its inhibitory effects on the TGF-β system, Smad7 may also act through TGF-β–independent mechanisms. In order to explore the actions of Smad7 in an unbiased manner, we performed transcriptomic analysis of the effects of Smad7 loss in cardiac fibroblasts using RNA sequencing (RNA-Seq), followed by bioinformatic analysis.

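RNA-Seq was performed on cardiac fibroblasts from Smad7 fl/fl hearts, which carry a floxed Smad7 gene, in 4 conditions with 3 libraries each. Smad7 was deleted by an adenovirus that expresses the Cre recombinase, and control cells received a control adenovirus, which the paper describes as empty and the sample labels as expressing green fluorescent protein. The conditions were unstimulated control, TGF-β1 control, unstimulated Smad7-KO and TGF-β1 Smad7-KO fibroblasts, with TGF-β1 at 10 ng/ml. The paper's text does not name the duration of stimulation for RNA-Seq, and the labels give 2 hours in one field and 4 hours in another. The authors deposited the number of reads counted on each of 35275 genes in each library, without normalization, and FPKM values. The deposited FPKM values equalled the count divided by gene length and library total in all 35275 genes. Total counts ranged from 19056916 to 22754402 (median 21844407) in unstimulated control libraries and from 20332388 to 24396712 (median 24273247) in TGF-β1 control libraries. They ranged from 19972259 to 23121796 (median 22865280) in unstimulated Smad7-KO libraries and from 21555602 to 25371321 (median 22567288) in TGF-β1 Smad7-KO libraries. The paper calculated differential expression with DESeq2. Here the counts of all 12 libraries were fitted together with edgeR after TMM normalization, and 15150 genes passed its filter on low counts. Genes with an adjusted p of 0.05 or less in edgeR's quasi-likelihood test were counted as differentially expressed. Because the spread between replicates is estimated from all 12 libraries, a variable condition affects the counts of genes in every comparison. The biological coefficient of variation, which is the spread between replicates beyond counting noise, was 0.334 in unstimulated control, 0.137 in TGF-β1 control, 0.053 in unstimulated Smad7-KO and 0.0995 in TGF-β1 Smad7-KO libraries. Replicate libraries differed by more than the sampling noise, with a chi-square per gene between 3.15 and 254 over the pairs. None was therefore counted as a second reading of the same library. Whether replicates came from separate cultures cannot be told this way, since repeat preparations of the same RNA could also exceed counting noise.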

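Smad7 (ENSMUSG00000025880) lies on chromosome 18 of the mouse GRCm38 assembly from 75367529 to 75395935. It was at 74.4 ± 2.94 CPM (SD, n = 3) in unstimulated control libraries and at 29.4 ± 1.48 CPM (SD, n = 3) in unstimulated Smad7-KO libraries. The log2 fold change was -1.34 (standard error 0.0938, adjusted p = 9.02e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Smad7-KO library was below every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), and reads remained at 39.5% of the control mean. With each library of the comparison left out in turn, the log2 fold change stayed between -1.38 and -1.31. Of the 15150 genes tested, 3907 were differentially expressed between unstimulated Smad7-KO and control fibroblasts, with 1827 higher and 2080 lower in Smad7-KO cells. Of these, 3770 had every Smad7-KO library beyond every control library, as did 41.3% of all tested genes, where chance gives 10%. With DESeq2 on only the libraries of the comparison the count was 2296, close to the paper's 2297. Over the alternatives run the count went from 660, with edgeR on only the libraries of the comparison, to 7979, without unstimulated control library 3. The count was 2006 without unstimulated control library 1, and 1652, 1536 and 1535 without unstimulated Smad7-KO libraries 1, 2 and 3. Direction varied with gene length, since 13.4% of the differentially expressed genes among the shortest 5050 tested genes were higher in Smad7-KO cells, against 79.2% among the longest 5050.
Among differentially expressed genes with an average log2 CPM of at least 1 and no overlap between the libraries of the groups, those that rose most were the T cell receptor segments Trav13-4-dv7 and Trav14-3, Cd5l, Gdap10 and Ednrb, with log2 fold changes of 3.16, 2.53, 2.36, 2.25 and 2.22. Both Trav segments belong to a multigene family whose reads the counting could have split, and Trav13-4-dv7 had only 0.891 ± 0.546 CPM (SD, n = 3) in control libraries. Cd5l rose from 49.9 ± 8.96 to 256 ± 33.4 CPM (SD, n = 3 in each condition, adjusted p = 6.31e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gdap10 no longer passed the threshold in 4 of the 6 fits that each left out a library. Within the same limits, those that fell most were Myh4, Gm10020, Myct1, Gm6969 and AU021092. Myh4 had no reads in unstimulated Smad7-KO libraries against 5.73 ± 1.79 CPM (SD, n = 3) in control libraries and was at least 42.2-fold lower (adjusted p = 0.0496 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lost in 5 of the 6 fits that each left out a library), and Gm10020 was at least 42.5-fold lower. Myct1 fell by 6.27, Gm6969, a pseudogene whose reads could come from a related copy, by 6.05, and AU021092 by 5.13 on the log2 scale.

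**Figure D1:**
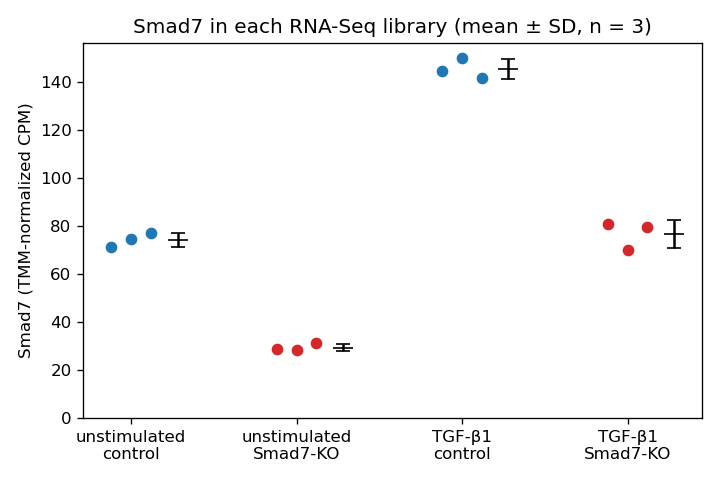
Smad7 in TMM-normalized CPM (y axis) in each of the 12 RNA-Seq libraries by condition (x axis), with the mean and SD of 3 libraries beside the points. Unstimulated Smad7-KO libraries lie between 28.4 and 31.1 CPM and unstimulated control libraries between 71.4 and 77.2 CPM.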

In unstimulated cardiac fibroblasts, Smad7 loss resulted in differential expression of 2297 genes (1107 upregulated, 1190 downregulated) (Supplemental File 1). In TGF-β1–stimulated *Smad7*-KO cells, 4566 genes were differentially expressed (2409 genes were upregulated and 2157 were downregulated), highlighting the important role of Smad7 in modulating phenotype and function of activated fibroblasts (Supplemental File 2 and Supplemental Figure 22).

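In TGF-β1-stimulated cells, 1962 of the 15150 tested genes differed between Smad7-KO and control fibroblasts, with 866 higher and 1096 lower in Smad7-KO cells. All Smad7-KO libraries lay beyond all control libraries in 1961 of these genes and in 44.9% of all tested genes, where chance gives 10%. With DESeq2 on only the libraries of the comparison the count was 4566, which is also the paper's count. The share that was higher depended on the scaling and the test. It was 44.1% here, 33% of the 1804 genes from limma on log2(FPKM + 1), 50.1% with DESeq2's size factors in edgeR, 52.9% with DESeq2 on all libraries, 52.7% with DESeq2 on only the libraries of the comparison and 51.2% with edgeR on those libraries. Without TGF-β1 control library 2 the count was 883, without TGF-β1 control library 3 it was 1127, and without TGF-β1 Smad7-KO libraries 1, 2 and 3 it was 942, 965 and 1269. Leaving out a library of the unstimulated controls gave 4465 genes for library 2 and 3502 for library 3. Such a library enters through the shared spread, the filter on low counts and the scaling. Smad7 itself was at 146 ± 4.24 CPM in TGF-β1 control and 76.8 ± 5.89 CPM in TGF-β1 Smad7-KO libraries (SD, n = 3 each), a log2 fold change of -0.92 (standard error 0.0921, adjusted p = 1.15e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That left 52.7% of the control mean. Among the differentially expressed genes, 19.7% were higher in Smad7-KO cells within the shortest 5050 tested genes and 63.4% within the longest 5050.
Among differentially expressed genes with an average log2 CPM of at least 1 and no overlap between the libraries of the groups, Trav14-3, Cd5l, Trav13-4-dv7, Rsad2 and Slc15a2 rose most, with log2 fold changes of 2.43, 2.53, 2.50, 2.40 and 1.89. Rsad2 was at 3.55 ± 1.12 CPM in control and 18.6 ± 17.9 CPM in Smad7-KO libraries (SD, n = 3 each), and it lost significance in 2 of 6 fits that each left out a library. Within these limits Gm6969, Gm10020, AU021092, Tma7-ps and Emcn fell most, by 6.71, 5.55, 5.32, 4.93 and 4.87 on the log2 scale. Tma7-ps and Gm6969 are annotated as pseudogenes. Emcn fell from 139 ± 22.8 to 4.76 ± 0.965 CPM (SD, n = 3 in each condition, adjusted p = 5.75e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Endothelial markers as a list had a median log2 fold change of -2.72, so fewer endothelial cells in the Smad7-KO cultures may account for the fall of Emcn. From the genes that changed after Smad7 loss in stimulated cells, the paper concludes that Smad7 has an important role in the phenotype and function of activated fibroblasts.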

Comparison of the transcriptome of unstimulated WT versus *Smad7*-KO cells using the Reactome Pathway Database (https://reactome.org/; accessed February 3, 2020) identified 6 differentially expressed categories. Of these, only “Signaling by receptor tyrosine kinases (RTKs)” was related to intracellular signaling pathways (*P*_adj_ = 0.037) (Supplemental Figure 23A). 

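The Reactome categories were tested for over-representation with a hypergeometric test among the 4846 tested genes that belong to any Reactome category, using the mouse categories distributed with the fgsea package, a release other than the one the paper used. Of 853 categories with 10 to 500 genes, 1 passed an adjusted p of 0.05 in unstimulated cells and 53 had an unadjusted p under 0.05. It was cell surface interactions at the vascular wall, with 40 of its 78 genes differentially expressed against 22.2 expected (adjusted p = 0.0134, hypergeometric test with Benjamini-Hochberg adjustment). Endothelial markers were lower in these Smad7-KO cells (median log2 fold change -3.14), and whether the category passes without endothelial genes was not tested. Extracellular matrix organization followed with 78 of 194 genes against 55.2 expected (adjusted p = 0.0726 from the same hypergeometric test with Benjamini-Hochberg adjustment). The choice that moved the number most was direction, with 87 categories among the genes that fell alone and 19 among the genes that rose alone. With all Reactome genes as the background, including those not expressed in these cells, 56 categories passed.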

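The release used here has no single category for receptor tyrosine kinases, so 10 of its receptor categories, from EGFR, ERBB2 and ERBB4 to insulin receptor signaling, were joined. The joined set had 363 tested genes, of which 117 were differentially expressed in unstimulated cells, 66 higher and 51 lower, against 103 expected (adjusted p = 0.767, hypergeometric test with Benjamini-Hochberg adjustment, rank 60 of 853). Against all Reactome genes its adjusted p was 0.0115, and with the genes called by DESeq2 on only the 6 libraries of the comparison it was 0.564 (hypergeometric tests with Benjamini-Hochberg adjustment). Genes of the set were more highly expressed than the other Reactome genes, with a median log2 CPM of 5.86 against 5.01. In 10000 random draws of genes matched to the differentially expressed genes on expression, a median of 111 belonged to the set (one-sided permutation p = 0.262).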

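In TGF-β1-stimulated cells, 716 of the 4846 Reactome genes tested were differentially expressed, and 14 categories passed an adjusted p of 0.05. Extracellular matrix organization came first, with 54 of 194 genes against 28.7 expected (adjusted p = 0.00101, hypergeometric test with Benjamini-Hochberg adjustment). Cell surface interactions at the vascular wall had 28 of 78 genes against 11.5 expected, and hemostasis had 82 of 353 against 52.2. Here too endothelial markers were lower (median log2 fold change -2.72), and these categories were not tested without endothelial genes. With the genes called by DESeq2 on only the libraries of the comparison 31 categories passed, among the genes that rose alone 25, and among the genes that fell alone 9.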

Comparison of the transcriptome of TGF-β–stimulated WT versus *Smad7*-KO cells using the Reactome Pathway Database identified 53 categories (Supplemental Figure 23B). Of these, 8 categories were related to intracellular signaling cascades and were represented by more than 25 differentially regulated genes (Table 1). 

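Among all 853 categories tested, whether of signaling or not, the joined receptor tyrosine kinase set was at rank 8, with 77 of its 363 genes differentially expressed against 53.6 expected (adjusted p = 0.04, hypergeometric test with Benjamini-Hochberg adjustment). Of these, 38 were higher and 39 lower in Smad7-KO cells, and neither direction passed alone (adjusted p = 0.181 and 0.421, hypergeometric tests with Benjamini-Hochberg adjustment). Matched draws held a median of 56 genes of the set (one-sided permutation p = 0.0025). Toll-like receptor cascades had 23 of 102 genes against 15.1 expected, signaling by VEGF 24 of 97 against 14.3, and the VEGFA-VEGFR2 pathway 21 of 89 against 13.2 (adjusted p = 0.261, 0.183 and 0.251, hypergeometric tests with Benjamini-Hochberg adjustment).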

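Both comparisons of Smad7-KO with control fibroblasts share no library. They had 1629 differentially expressed genes in common, against 506 expected by chance, and 1628 of these changed in the same direction. The common genes numbered 790 without TGF-β1 control library 2, 827 and 835 without TGF-β1 Smad7-KO libraries 2 and 1, and 2874 without unstimulated control library 3. Leaving out TGF-β1 control library 3 gave 958, and leaving out unstimulated Smad7-KO libraries 1, 2 and 3 gave 1065, 989 and 995. In the joined receptor tyrosine kinase set, 68 of the 363 genes were differentially expressed in the same direction in both comparisons, 36 higher and 32 lower, against 45.6 expected from the 609 such genes among all Reactome genes tested (one-sided Fisher's exact test, p = 3.01e-04). Across the 363 genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson correlation of 0.901 and a Spearman correlation of 0.881. Over all 15150 genes tested these correlations were 0.77 and 0.794, so agreement between the comparisons was not confined to the set. Endothelial markers were also lower in both comparisons (median log2 fold changes -3.14 and -2.72) and macrophage markers higher (0.21 and 0.42). A different cell mix in the Smad7-KO cultures was not tested as a source of the agreement. A test of the difference between the comparisons passed the threshold in 0 of the 363 genes, and 9 had an unadjusted p under 0.05. The same test passed in 3 of all 15150 genes and on simulated counts recovered 18% of the genes changed 2-fold. It therefore cannot show that the effects were equal.

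**Figure D2:**
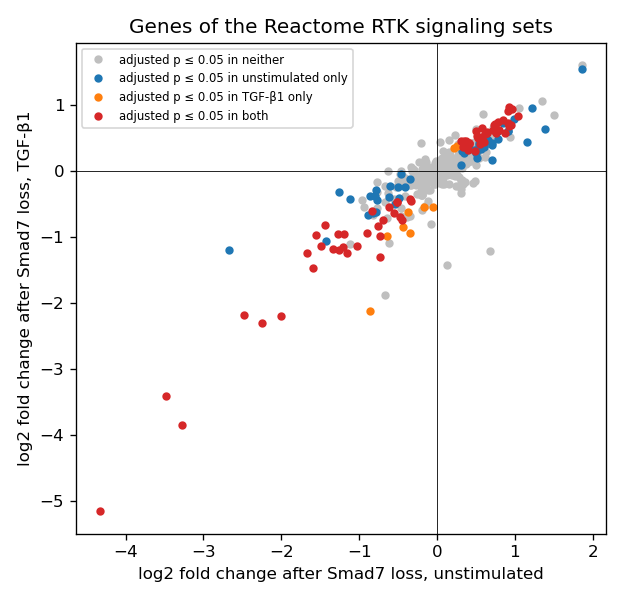
Log2 fold change after Smad7 loss in unstimulated (x axis) and TGF-β1-stimulated (y axis) fibroblasts for the 363 genes of the joined receptor tyrosine kinase set, each point a gene, coloured by the comparisons in which its adjusted p was at most 0.05. The 68 genes that passed in both lie in the upper right (36) and lower left (32).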

Because differential expression of genes associated with RTK signaling was found in both unstimulated and TGF-β–stimulated cells, we reasoned that Smad7 may interact with RTK cascades in a TGF-β–independent manner.

### Effects of Smad7 on RTK activation in cardiac fibroblasts.

In order to identify the specific RTK signaling pathway that is modulated by Smad7, we used an RTK proteomic array (Figure 8). Our findings suggested that Smad7 loss is associated with accentuated activation of EGFR/ErbB1 (Figure 8B), ErbB2 (Figure 8C), and ErbB4 (Figure 8D) cascades in TGF-β–stimulated fibroblasts.

### Smad7 restrains ErbB2 signaling in vitro and in vivo, in a ligand-independent manner.

Next, we used Western blotting to investigate the effects of Smad7 on EGFR/ErbB1, ErbB2, and ErbB4 signaling in the presence or absence of TGF-β1 and the ErbB activators amphiregulin and heparin-binding EGF-like growth factor (HB-EGF) (30-minute stimulation). Smad7 loss did not affect EGFR activity at baseline or after stimulation with TGF-β1 or HB-EGF. However, Smad7 loss accentuated amphiregulin-mediated EGFR activation (Figure 9, A–D). Smad7 loss was associated with markedly increased ErbB2 activation both at baseline and upon stimulation with TGF-β1, HB-EGF, and amphiregulin (Figure 9, E–H). Similar observations were noted when the stimulation interval was extended to 2 hours (Supplemental Figure 24). In order to examine whether the effects of Smad7 on ErbB2 activity are independent of TGF-β, we assessed ErbB2 activity in *Smad7*-KO and WT cells, in the presence or absence of the TβR inhibitor SB431542, which inhibits ALK4/-5/-7 signaling (29). ErbB2 phosphorylation was increased in *Smad7*-KO cells, in the presence or absence of TGF-β signaling disruption (Supplemental Figure 25). In contrast, as expected, the ALK inhibitor abrogated R-Smad signaling. ErbB2 has no known extracellular ligands, but functions as a co-receptor that heterodimerizes with other activated ErbB family members to transduce signaling cascades (30). Thus, the findings demonstrate a ligand-independent inhibitory effect of Smad7 on ErbB2, and suggest that in addition to its actions in inhibition of TGF-β–stimulated cascades, Smad7 also restrains EGFR/ErbB2 activation in a TGF-β–independent manner. In contrast, Smad7 did not affect ErbB4 activation in the presence or absence of TGF-β1 or ErbB ligands (Supplemental Figure 26). In order to examine whether Smad7 loss regulates ErbB2 activity in vivo, we performed immunofluorescence and compared the density of p-ErbB2–expressing myofibroblasts between *Smad7^fl/fl^* and MFS7KO mice. Myofibroblast-specific loss of Smad7 markedly increased the density of infarct myofibroblasts that expressed p-ErbB2 (Figure 9, I and J). Next, we examined whether Smad7 overexpression affects ErbB2 activation in cardiac fibroblasts. Smad7-overexpressing cells had decreased ErbB2 phosphorylation both at baseline and upon stimulation with TGF-β1 (Figure 9, K–M). Total ErbB2 expression was not affected by Smad7 overexpression (Figure 9N).

### Smad7 restrains synthesis of fibrosis-associated genes, at least in part, through TGF-β–independent ErbB1 and -2 inhibition.

In order to examine the significance of the Smad7/ErbB2 interaction in modulating fibroblast gene expression, we compared the effects of the dual ErbB1/2 inhibitor lapatinib on WT and *Smad7*-KO cells using a PCR array (Supplemental Figures 27 and 28). ErbB1/2 inhibition in unstimulated cardiac fibroblasts abrogated or attenuated the effects of Smad7 loss on expression of *Adamts1*, *Adamts2*, *Mmp12*, and *Mmp14* (encoding proteases), *Itga2*, *Itga3*, and *Itgb1* (integrins), *Tsp3* (matricellular protein), and *Cd44* and *Vcam1* (adhesion molecules) (Figure 10), without exerting any effects on WT cells. The findings suggest that Smad7 restrains synthesis of several fibrosis-associated genes, at least in part through an interaction with ErbB1/ErbB2. Because Smad7 loss markedly increases baseline ErbB2 activation (without affecting ErbB1/EGFR baseline activity), we reasoned that the effects of the dual inhibitor are mediated through ErbB2 inhibition. Similar findings were noted in experiments examining the effects of the inhibitor on cells stimulated with the ErbB1/EGFR ligand amphiregulin. In the presence of amphiregulin, the effects of Smad7 loss on *Cd44*, *Itga2*, *Itgb1*, and *Mmp12* synthesis were accentuated. ErbB1/2 inhibition markedly attenuated the effects of Smad7 loss (Figure 10).

Amphiregulin stimulation increased the impact of the antifibrotic interaction between Smad7 and ErbB1/2. In amphiregulin-stimulated cells, ErbB1/2 inhibition abrogated the effects of Smad7 on synthesis of key structural extracellular matrix genes (such as *Col1a1*, *Col3a1*, and *Fn*), nonstructural matrix genes (*Ecm1* and *Col5a1* and the matrix-preserving antiproteases *Timp1* and *Timp2*) (Supplemental Figure 29). In contrast, Smad7-mediated suppression of other fibrosis-associated genes (including *Col6a1*, *Mmp3*, *Postn*, *Spp1* [osteopontin], and *Vcan*) was not affected by ErbB1/2 inhibition, in the presence or absence of amphiregulin (Supplemental Figure 30).

The data suggest that in addition to its effects in restraining the TGF-β cascade, Smad7 also inhibits ErbB2 responses. Considering the role of ErbB2 in mediating sustained effects of ErbB ligands in fibrotic conditions, this TGF-β–independent action of Smad7 may amplify its antifibrotic actions. Thus, Smad7 should be viewed beyond its role as a negative regulator of the TGF-β superfamily.

### Smad7 interacts directly with ErbB2.

In order to examine whether Smad7 directly interacts with ErbB2, we performed coimmunoprecipitation experiments in fibroblast lysates in the presence or absence of TGF-β1 or amphiregulin. Using magnetic beads conjugated with ErbB2 as the bait protein, we pulled down all proteins bound to ErbB2. Western blotting on the immunoprecipitated fraction showed that Smad7 was present in all experimental conditions (Figure 11), demonstrating its physical interaction with ErbB2.

## Discussion

We report several potentially novel observations. First, Smad3-mediated Smad7 overexpression in infarct myofibroblasts is an important endogenous protective mechanism that reduces heart failure–related mortality and limits maladaptive ventricular fibrosis. Second, in cardiac fibroblasts, Smad7 restrains TGF-β–induced synthesis of fibrosis-associated genes by inhibiting both Smad-dependent and Smad-independent cascades, acting downstream of the TβRs. Third, Smad7 has important antifibrotic effects unrelated to its TGF-β inhibitory actions. Our findings document what we believe is a novel interaction between Smad7 and ErbB2 that is independent of TGF-β and mediates part of the antifibrotic effects of Smad7.

### TGF-β signaling in cardiac repair, remodeling, and fibrosis.

TGF-β cascades are centrally involved in repair and remodeling of the infarcted heart (31, 32), promoting inflammatory and apoptotic responses of cardiomyocytes (4, 33), stimulating macrophage phagocytic activity and antiinflammatory transition (34), and inducing a reparative matrix-synthesizing phenotype in fibroblasts (4). Considering the potent activating effects of TGF-β/Smad3 on fibroblasts that promote myofibroblast conversion and stimulate synthesis of extracellular matrix proteins, prolonged or unrestrained TGF-β activation would be expected to expand fibrosis, accentuating adverse remodeling and worsening heart failure. Our findings show that myofibroblast-specific Smad7 induction serves as a crucial endogenous inhibitory signal in restraining fibrotic remodeling and dysfunction following MI and reduces heart failure–related mortality.

### Smad7 expression is Smad3 dependent and is associated with myofibroblast conversion.

Smad7 overexpression was noted primarily in cells exhibiting myofibroblast conversion, and not in PDFRα^+^α-SMA^–^ fibroblasts. The selective upregulation of Smad7 in α-SMA^+^ myofibroblasts likely reflects the common TGF-β/Smad3–mediated mechanism of induction. Smad3 mediates myofibroblast conversion in TGF-β–stimulated fibroblasts (13) and is critically involved in Smad7 upregulation in both stimulated fibroblasts and infarct myofibroblasts (Supplemental Figure 1). However, the basis for the heterogeneous responses of infarct fibroblasts to the fibrogenic environment of the infarct, which is characterized by marked upregulation of TGF-βs, is more difficult to explain. Why is myofibroblast conversion limited to only a subset of fibroblasts? Differences in microenvironmental conditions within various areas of the infarct may be responsible. It has been suggested that local activation of TGF-β may require a profibrotic niche, in which cadherin-11 junctions maintain macrophages (a major source of TGF-βs) and fibroblasts in close proximity (35). Alternatively, fibroblast subsets may exhibit differences in their responsiveness to TGF-β ligands, possibly related to distinct patterns of expression of TβRs and co-receptors. Regardless of its molecular basis, myofibroblast-specific Smad7 induction following infarction may serve to enhance the antifibrotic effects of this endogenous mediator, focusing its effects on cell subsets with the highest levels of fibrogenic capacity and matrix-synthesizing activity (36).

### The antifibrotic effects of Smad7.

Antifibrotic effects of exogenous administration or transgenic overexpression of Smad7 have been extensively reported in models that recapitulate fibrotic diseases. In a model of bleomycin-induced lung fibrosis, *Smad7* gene transfer attenuated fibrogenic activity (37). Moreover, in a model of liver fibrosis, hepatocyte-specific Smad7 expression reduced liver fibrogenesis (38). The role of Smad7 as an endogenous negative regulator of fibrosis is less convincingly established. Most of the evidence (39–42) is derived from experiments using a hypomorphic global Smad7-mutant line (Smad7^Δex1^) (43) that exhibits preserved Smad7 functions due to the presence of an intact MH2 domain, the key effector domain involved in Smad7 interactions with TβRs and R-Smads (27). Our study presents the first in vivo evidence to our knowledge suggesting a cell-specific role for Smad7 in deactivating fibroblasts. The antifibrotic effects of Smad7 are associated with attenuated myofibroblast conversion and markedly reduced expression of both structural and matricellular matrix proteins (Figure 5).

### How does Smad7 restrain TGF-β signaling cascades?

Several molecular mechanisms have been proposed to explain the inhibitory effects of Smad7 on TGF-β superfamily signaling (44). First, Smad7 lacks the C-terminal SSXS motif required for phosphorylation of R-Smads by TβRI kinase (45) and may directly associate with TβRs, inhibiting TβRI kinase activity, or may compete with R-Smads for receptor binding (25, 27). Second, Smad7 may form a complex with the transmembrane pseudoreceptor BAMBI (bone morphogenetic protein and activin membrane-bound inhibitor), inhibiting TβR-driven R-Smad activation (46). Third, Smad7 has been suggested to interfere with formation of the R-Smad–Smad4 complex, thus preventing translocation of R-Smads to the nucleus (47). Finally, Smad7 may also promote TβR and R-Smad turnover, interacting with E3 ubiquitin ligases, such as Smurf1 and Smurf2 (48–50). Our experiments suggest that in fibroblasts, Smad7 restrains TGF-β signaling through interactions downstream of the TβRs that results in reduced activation of Smad2 and Smad3 (Figure 7, A–K), without affecting TβRI or TβRII activity. Moreover, Smad7 transiently inhibits activity of non-Smad cascades, such as Erk and Akt (Figure 7, L–O).

### The antifibrotic actions of Smad7 involve TGF-β–independent inhibition of ErbB2.

In addition to its established effect as an inhibitor of TGF-β superfamily ligands, Smad7 has also been suggested to interact with other signaling cascades. For example, in epithelial cells, Smad7 may exert antiinflammatory effects by inhibiting NF-κB signaling through increased IκB expression (51, 52), and may modulate Wnt signaling through physical interactions with β-catenin (53). The in vivo significance of these interactions remains unclear. We used unbiased transcriptomic and proteomic analysis to explore the basis for Smad7-mediated effects on cardiac fibroblasts. 

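In TGF-β1-stimulated Smad7-KO against control cells, the Reactome category for signaling by the TGF-β receptor complex had 8 of 66 genes differentially expressed against 9.75 expected and stood at rank 414 of 853 (adjusted p = 1, hypergeometric test with Benjamini-Hochberg adjustment). A list of TGF-β target genes, of which 30 were tested, was lower in TGF-β1 Smad7-KO than in TGF-β1 control cells, with a median log2 fold change of -0.34 (adjusted p = 0.00124, camera with Benjamini-Hochberg adjustment). Of the 30, 22 were lower and 8 higher. Past the threshold over all genes tested were 1 higher and 8 lower, and 10 passed when adjusted over the list alone. The same list rose with TGF-β1 in control cells, with a median of 0.45, and in Smad7-KO cells, with a median of 0.75.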

Surprisingly, bioinformatic analysis of RNA-Seq data comparing the transcriptomic profile of TGF-β–stimulated *Smad7*-KO versus WT cells identified RTK signaling (and not TGF-β responses) as the top-ranked pathway on the basis of differential gene expression (Table 1). An RTK proteomic array followed by Western blotting showed that Smad7 restrains baseline signaling through ErbB2, a membrane-bound RTK that has no known ligands, but accentuates and prolongs responses to ErbB agonists. Pharmacologic inhibition experiments demonstrated the functional role of the Smad7-ErbB2 interactions, showing that the antifibrotic properties of Smad7 were in part due to inhibition of ErbB1/2 signaling (Figure 10). Disruption of the TGF-β signaling axis did not affect the effects of Smad7 loss on ErbB2 activity, demonstrating that the actions of Smad7 are TGF-β independent, and involve a direct interaction between Smad7 and ErbB2 (Figure 11).

Thus, antifibrotic actions of Smad7 do not reflect only suppression of TGF-β signaling cascades, but are also mediated through a direct TGF-β–independent interaction with ErbB2. We identified several key fibrogenic signals that were inhibited by Smad7 through a TGF-β–independent interaction with ErbB2. First, expression of ADAMTS1 and ADAMTS2, two members of the ADAM family of extracellular proteases, was restrained through Smad7 effects on ErbB2. Both these proteases have profibrotic actions; ADAMTS1 is involved in SPARC-mediated collagen deposition (54), whereas ADAMTS2 promotes fibrosis by enhancing maturation of the collagen network in fibrotic tissues (55). Second, synthesis of integrins with fibroblast-activating properties, such as integrin β1 and α3 (56), was suppressed through Smad7-ErbB2 interactions. Integrin β1 triggers activation of a matrix-synthesizing program in fibroblasts (57), whereas integrin α3β1 is required in lung fibrosis through actions that may involve profibrotic β-catenin signaling (58). Third, Smad7-mediated ErbB2 inhibition attenuates expression of the profibrotic cell surface molecule CD44. CD44 mediates fibrogenic actions of hyaluronan and osteopontin by accentuating TGF-β–induced activation of a matrix-synthesizing program in fibroblasts (59–61). Fourth, the Smad7-ErbB2 interaction attenuates expression of the membrane-bound metalloproteinase MMP14 in cardiac fibroblasts. In fibrotic conditions, surface expression of MMP14 in fibroblasts degrades pericellular collagen and induces an invasive migratory fibroblast phenotype that may contribute to the fibrogenic response (62, 63).

### Conclusions: the biology of Smad7 beyond TGF-β regulation.

Our study reveals a molecular pathway that amplifies the antifibrotic effects of Smad7. In addition to its effects on the TGF-β superfamily, Smad7 also restrains activation of ErbB2, a crucial fibrogenic mediator in many different systems (64–66), Thus, TGF-β activation of the Smad3 cascade in fibroblasts initially transduces a potent fibrogenic program involved in repair, but also triggers Smad7-mediated negative feedback cascades with broad antifibrotic effects on both TGF-β and ErbB pathways (Figure 12). Thus, fibrogenic responses stimulated in response to injury are self-limited due to activation of negative inhibitory signals. Chronic fibrotic conditions may involve defective activation of inhibitory signals, such as Smad7 (48), leading to prolonged activation of TGF-β and ErbB signaling cascades.

## Methods

### Generation of mice with myofibroblast-specific loss of Smad7.

We generated mice with loss of Smad7 in activated myofibroblasts (MFS7KO) by breeding *Smad7^fl/fl^* mice, in which the promoter region and exon 1 are flanked by *loxP* sites (ref. 67 and The Jackson Laboratory, stock no. 017008) with a *Postn*-Cre–transgenic mouse line, in which Cre recombinase is driven by the 3.9-kb mouse *Postn* promoter (68, 69). Periostin, which is encoded by *Postn*, is not expressed in cardiomyocytes, vascular cells, hematopoietic cells, or quiescent cardiac fibroblasts (70, 71), but is upregulated in injury site–activated fibroblasts in infarcted and in pressure-overloaded hearts (72).

### Mouse model of nonreperfused MI.

A mouse model of nonreperfused MI was used, as previously described by our group (18). To assess cardiac function and remodeling following MI, animals underwent echocardiographic analysis at baseline and after 7 and 28 days of permanent coronary occlusion, using the Vevo 2100 system (VisualSonics), as previously described (73). The surgical protocols were performed by an investigator blinded to the genotype of the animals.

### Immunohistochemistry, histology, and quantitative morphometry.

For histopathological analysis, murine hearts were fixed in zinc-formalin (Z-fix; Anatech), and embedded in paraffin. Infarcted hearts were sectioned from base to apex at 250-μm intervals, thus reconstructing the whole heart, as previously described (73). Picrosirius red staining was used to label the collagen-based scar and collagen content was quantitatively assessed in the infarct region, papillary muscle, and remote remodeling myocardium at 7 and 28 days after infarction using ImagePro software (Media Cybernetics). Microvessels were identified in the infarcted and remote remodeling myocardium by using anti-CD31 immunohistochemistry to label endothelial cells. To assess the size of acute infarcts, the TTC staining method was used (74). Morphometric parameters were quantitatively assessed using Zen 2.6 Pro software (Zeiss Microscopy).

In order to systematically characterize the expression of Smad7 in fibroblasts versus myofibroblasts, triple fluorescent staining experiments were carried out in infarcted PDGFRα-GFP fibroblast reporter mice (75), combining GFP, α-SMA, and Smad7 staining. Alternative validation of Smad7 expression in activated myofibroblasts was carried out by Smad7 immunofluorescent staining experiments on infarcted *Postn*-Cre EYFP reporter mice.

Activation of ErbB2 in infarct myofibroblasts was compared between *Smad7^fl/fl^* and MFS7KO infarcts using p-ErbB2 and α-SMA dual fluorescence.

### Cardiac fibroblast isolation.

Fibroblasts were isolated from 12-week-old mouse (C57BL/6J; The Jackson Laboratory, strain 000664) hearts with protocols used in our laboratory (76).

### FACS isolation of cardiac fibroblasts from baseline or infarcted hearts.

FACS isolation of the CD31^–^C45^–^ cell population was performed on *Smad7^fl/fl^* and MFS7KO mice at baseline, or after 21 days of coronary occlusion using protocols established in our laboratory (24).

### Smad7-KO in cardiac fibroblasts by adenovirus-mediated Cre expression.

For Smad7 deletion, mouse cardiac fibroblasts isolated from *Smad7^fl/fl^* mice were infected with adenovirus expressing Cre recombinase, in order to knock out the *loxP*-flanked *Smad7* gene. Empty adenovirus was used as a transfection control.

### Smad7 overexpression.

For Smad7 overexpression experiments, mouse cardiac fibroblasts were transfected for 24 hours with a plasmid containing a Turbo-GFP–tagged mouse *Smad7* cDNA clone (Origene, MG226590).

### Experiments in cardiac fibroblast–populated collagen pads.

In order to study the effects of TGF-β ligands on Smad7 expression, cardiac fibroblasts were cultured in collagen pads as previously described (18). For experiments assessing collagen synthesis/denaturation in cardiac fibroblast–populated collagen pads, we performed dual fluorescence with an anti–collagen type III antibody to assess de novo collagen synthesis, and with a collagen-hybridizing fluorescent peptide 5-FAM conjugate (F-CHP, 3Helix, Inc.) that specifically binds to denatured unfolded collagen (24, 77).

### Smad3 in vitro and in vivo knockdown experiments.

For experiments assessing the role of Smad3 in Smad7 expression in cardiac fibroblasts in vitro, cardiac fibroblasts were transfected with either Smad3 siRNA (MISSION, NM_016769, MilliporeSigma) or nonsilencing control siRNA. In order to evaluate Smad3’s role in Smad7 expression in cardiac fibroblasts in vivo, isolation of cardiac fibroblasts from noninfarcted and infarcted areas of the heart of control and fibroblast-specific *Smad3*-KO mice (*Postn*-Cre;*Smad3^fl/fl^* mice) was performed as previously described by our group (4).

### Evaluation of Smad7 role in RTK activation.

For experiments assessing the role of Smad7 in RTK activation, control and *Smad7*-KO cardiac fibroblasts were cultured in the presence or absence of TGF-β1, amphiregulin, or HB-EGF (10 ng/mL). Cell lysates were used for protein extraction and for Western blots assessing phospho-RTK levels. In order to study the effect of RTKs on cardiac fibroblasts in modulating fibroblast gene expression, control and *Smad7*-KO cardiac fibroblasts were pretreated with the ErbB1/2 dual inhibitor lapatinib (5 μM) for 1 hour, followed by treatment with or without TGF-β1 (10 ng/mL) and amphiregulin (1 ng/mL) for 4 hours. For experiments assessing the TGF-β independence of the effects of Smad7 on ErbB2, passage 2 control and *Smad7*-KO cardiac fibroblasts were incubated for 2 hours with the ALK 4/5/7 inhibitor SB431542 (10 μM; Sigma-Aldrich, S4317) before protein harvest.

### Protein extraction and Western blotting.

Protein from whole hearts or cardiac fibroblasts was used for Western blotting using established protocols. Complete unedited blots and detailed information on the antibodies used for Western blotting are provided in the supplemental material.

### RNA extraction, PCR arrays, and qPCR.

RNA was extracted from cells and mouse hearts using TRIzol reagent (Qiagen, 79306) and was used for qPCR using custom-made primers, or commercially available PCR arrays (RT^2^ Profiler Mouse Extracellular Matrix and Adhesion Molecules PCR Array, Qiagen).

### phospho-RTK array.

The relative level of tyrosine phosphorylation of 39 different RTKs was determined in control and *Smad7*-KO cardiac fibroblasts in the absence or presence of TGF-β1 (2-hour stimulation, 10 ng/mL) using the Proteome Profiler Mouse Phospho-RTK Array Kit (R&D Systems, ARY014).

### ErbB2-Smad7 coimmunoprecipitation assay.

ErbB2-Smad7 coimmunoprecipitation was evaluated using a Dynabeads Co-Immunoprecipitation Kit (Invitrogen, 14321D), according to the protocol provided by the manufacturer. Epoxy M-270 magnetic beads were coupled overnight (4°C) with anti-ErbB2 antibody to form ErbB2-conjugated magnetic beads. Epoxy M-270 magnetic beads conjugated with IgG antibodies were used as the immunoprecipitation control. ErbB2-beads and IgG-beads were incubated with 100 mg of the protein lysate. Following consecutive washes, eluted proteins containing the purified ErbB2-bound or IgG control–bound coimmunoprecipitated proteins were assessed for Smad7 presence by Western blotting. Whole cell lysate/input sample was used as a control of the immunoprecipitation enrichment.

### Library preparation for transcriptome sequencing.

RNAs isolated from unstimulated control fibroblast, TGF-β1–treated control fibroblasts, unstimulated *Smad7*-KO fibroblasts, and TGF-β1–treated *Smad7*-KO fibroblasts, run with 3 replicates each, were sent to Novogene to construct a total of 12 cDNA libraries by using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs) and to perform RNA-Seq.

### Gene expression, differential expression, enrichment, and coexpression analysis.

Library preparations were sequenced on an Illumina HiSeq 2000, generating 100-bp paired-end reads. Read count of fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM) was used to calculate gene expression level. Cluster differential expression analysis for every gene in the 4 different cardiac fibroblast conditions was performed using the DESeq2 R software package (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Genes with an adjusted *P* value of 0.05 or less were considered to be differentially expressed. Genes were ranked by differential gene expression as log_2_(fold change) between each comparison group. Using the log_2_-transformed fold changes obtained from the differential expression analysis for every gene, gene enrichment analysis (Gene Ontology, GO) and pathway (KEGG and Reactome) analysis were performed using the ClusterProfiler software package (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html). RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus database (GEO GSE185767).

### Statistics.

For all analyses, normal distribution was tested using the Shapiro-Wilk normality test. For comparisons of 2 groups, an unpaired, 2-tailed Student’s *t* test with (when appropriate) Welch’s correction for unequal variances was performed. The Mann-Whitney test was used for comparisons between 2 groups that did not show Gaussian distribution. For comparisons of multiple groups, 1-way ANOVA was performed followed by Tukey’s multiple comparison test. The Kruskal-Wallis test followed by Dunn’s multiple comparison post hoc test was used when one or more groups did not show Gaussian distribution. Survival analysis was performed using the Kaplan-Meier method. Mortality was compared using the log-rank test. Data are expressed as mean ± SEM. Statistical significance was set at a *P* value of less than 0.05.

### Study approval.

Animal studies were approved by the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine and conform to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

## Author contributions

CH and NGF designed the study. CH, AVS, AH, LA, SCH, BC, and RL performed the experiments. SJC provided an important genetic tool. CH and NGF wrote the manuscript. CH, AVS, AH, LA, SJC, and NGF provided critical input and edited the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
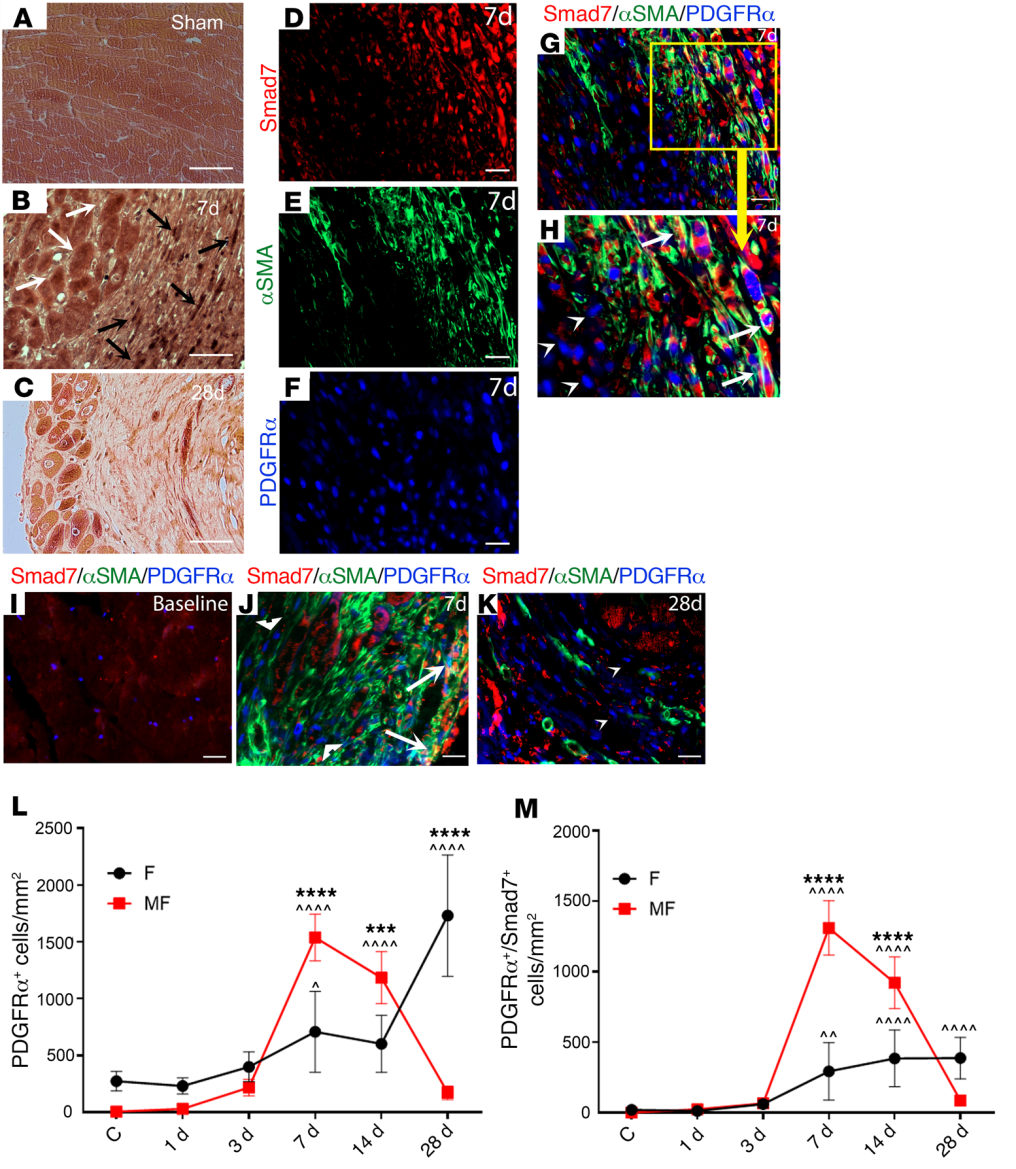
Smad7 expression is markedly upregulated in infarcted fibroblasts and is associated with fibroblast-to-myofibroblast conversion. (**A**) Smad7 immunohistochemical staining shows low-level Smad7 immunoreactivity in sham mouse hearts. (**B** and **C**) Myocardial infarction is associated with a marked increase in Smad7 expression levels, peaking after 7 days of coronary occlusion. Smad7 immunoreactivity is localized in both interstitial cells (black arrows) and in border zone cardiomyocytes (white arrows). Smad7 immunoreactivity is reduced 28 days after coronary occlusion. (**D**–**K**) In PDGFRα-GFP fibroblast reporter mice, triple immunofluorescent staining of Smad7, α-SMA, and PDGFRα-GFP was used to identify infarct fibroblasts (PDGFRα^+^α-SMA^–^) and myofibroblasts (PDGFRα^+^α-SMA^+^) expressing Smad7. Individual (**D**–**F**) and merged (**G** and **H**) channels for Smad7, α-SMA, and PDGFRα-GFP fluorescence show that Smad7 is predominantly expressed by α-SMA^+^ myofibroblasts (arrows) and not by α-SMA^–^ fibroblasts (arrowheads). The time course of Smad7 expression shows that (**I**) in sham hearts, myofibroblasts are absent and Smad7 levels are low. (**J**) Seven days after infarction, abundant myofibroblasts express high levels of cytosolic Smad7 (arrows), whereas fibroblasts have negligible Smad7 immunoreactivity (arrowheads). (**K**) Relatively few α-SMA–expressing myofibroblasts are noted 28 days after infarction. Abundant fibroblasts are present; the majority of these cells are Smad7^–^ (arrow). (**L** and **M**) Quantitative analysis shows that at the 7- and 14-day time points, abundant myofibroblasts express Smad7, whereas in the mature scar (28 days after infarction), Smad7 is expressed by a fraction of fibroblasts. Statistical comparison (**L** and **M**) was performed using 1-way ANOVA followed by Tukey’s multiple comparison test (*n =* 6/group). ^^^*P <* 0.05, ^^^^*P <* 0.01, ^^^^^^*P <* 0.0001 vs. control (C); ***P < 0.001, ****P < 0.0001 between fibroblasts (F) and myofibroblasts (MF) at the same time point. Scale bars: 50 μm (**A**–**C**) and 20 μm (**D**–**K**).

**Figure 2:**
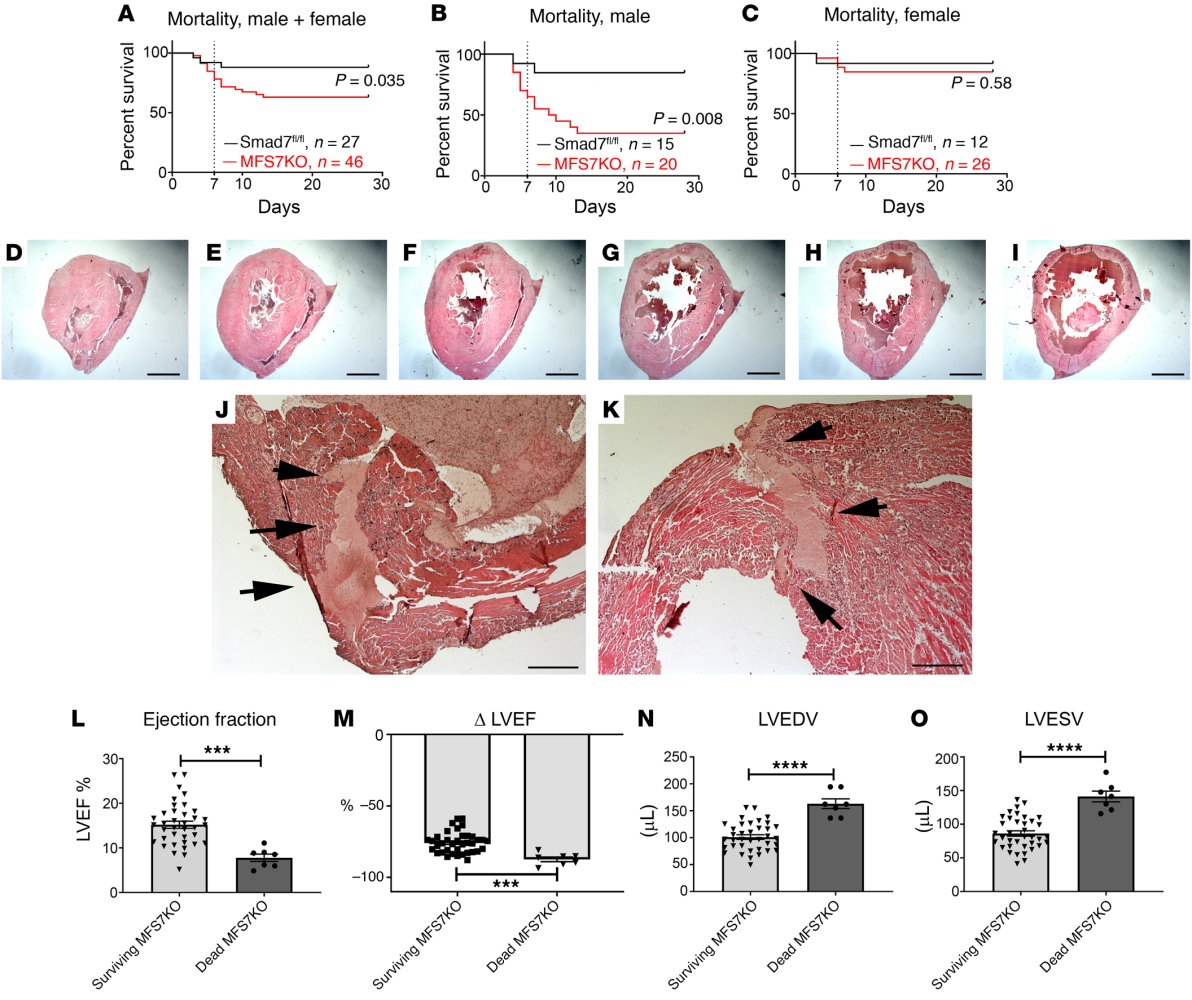
Myofibroblast-specific Smad7 loss increases heart failure–related mortality in infarcted mice. (**A**–**C**) Comparison of survival curves between *Smad7^fl/fl^* and myofibroblast-specific *Smad7*-knockout (MFS7KO) mice after 28 days of permanent coronary occlusion. (**A**) When compared with *Smad7^fl/fl^* mice, MFS7KO mice have increased late mortality following nonreperfused infarction (*Smad7^fl/fl^*: 81% survival, *n =* 27; MFS7KO: 63% survival, *n =* 46; *P =* 0.0035). (**B** and **C**) Increased mortality is due to markedly accentuated death rates in male MFS7KO animals after 28 days of permanent occlusion when compared with sex-matched *Smad7^fl/fl^* mice (*Smad7^fl/fl^*: 73% survival, *n =* 15; MFS7KO: 35% survival, *n =* 20; *P =* 0.008), whereas for female MFS7KO mice, the difference in mortality does not reach statistical significance (*Smad7^fl/fl^*: 91% survival, *n =* 12; MFS7KO: 84% survival, *n =* 26; *P =* 0.58). (**D**–**I**) To determine the cause of increased mortality in MFS7KO mice, systematic postmortem histological analysis was performed by sectioning the entire heart from base to apex into 300-μm segments (2 *Smad7^fl/fl^* and 11 MFS7KO hearts from dead mice after infarction). Original magnification, ×10. (**J** and **K**) Consecutive myocardial sections studied to identify rupture sites show that only 2 of 11 MFS7KO hearts had intramural rupture track (arrows). Thus, the excess mortality in MFS7KO mice was not due to rupture. Original magnification, ×100. (**L** and **M**) In order to further understand the basis for increased mortality in MFS7KO mice, we compared echocardiographic parameters measured at the 7-day time point between the MFS7KO mice that died between 7 and 28 days and the survivors that completed the protocol. MFS7KO mice that died between 7 and 28 days had much lower left ventricular ejection fraction (LVEF) and (**N** and **O**) increased left ventricular end-diastolic volume (LVEDV) and left ventricular end-systolic volume (LVESV), suggestive of heart failure–related mortality. Survival analysis was performed using the Kaplan-Meier method. Mortality was compared using the log-rank test (**A**–**C**). Statistical comparison (**L**–**O**) was performed using Student’s *t* test (MFS7KO survivors, *n =* 37; dead MFS7KO, *n =* 7). ***P < 0.001, ****P < 0.0001. Scale bars: 1 mm (**D**–**I**) and 100 μm (**J** and **K**).

**Figure 3:**
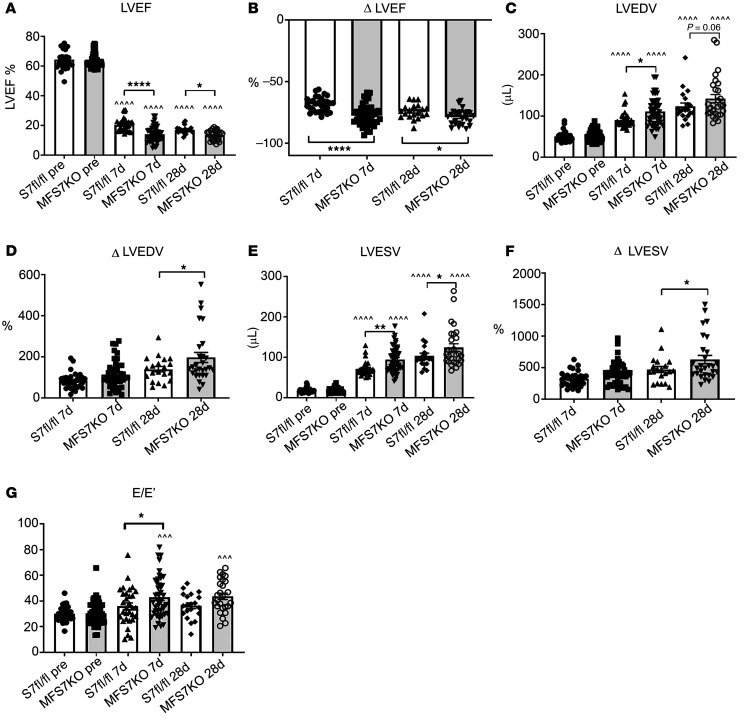
Myofibroblast-specific Smad7 loss increases left ventricular dysfunction and accentuates adverse postinfarction remodeling. (**A** and **B**) Echocardiographic assessment of adverse remodeling after 7 to 28 days following infarction shows that MFS7KO mice have worse systolic dysfunction demonstrated by a lower ejection fraction at both time points (**A**), and significantly higher reduction in ejection fraction (ΔLVEF, **B**) in comparison with *Smad7^fl/fl^* (S7fl/fl) mice. (**C**–**F**) MFS7KO mice have accentuated dilative remodeling evidenced by increased left ventricular end-diastolic volume (LVEDV, **C**), accentuated increases in LVEDV (ΔLVEDV, **D**), higher left ventricular end-systolic volume (LVESV, **E**), and accentuated ΔLVESV (**F**). (**G**) The E/E′ ratio, an indicator of diastolic dysfunction, is significantly increased in MFS7KO at the 7-day time point. Statistical comparison (**A**–**G**) was performed using 1-way ANOVA followed by Tukey’s multiple comparison test (*Smad7^fl/fl^*, *n =* 30; MFS7KO, *n =* 44). *P < 0.05, **P < 0.01, ****P < 0.0001; ^^^^^*P* < 0.001, ^^^^^^*P <* 0.0001 versus baseline.

**Figure 4:**
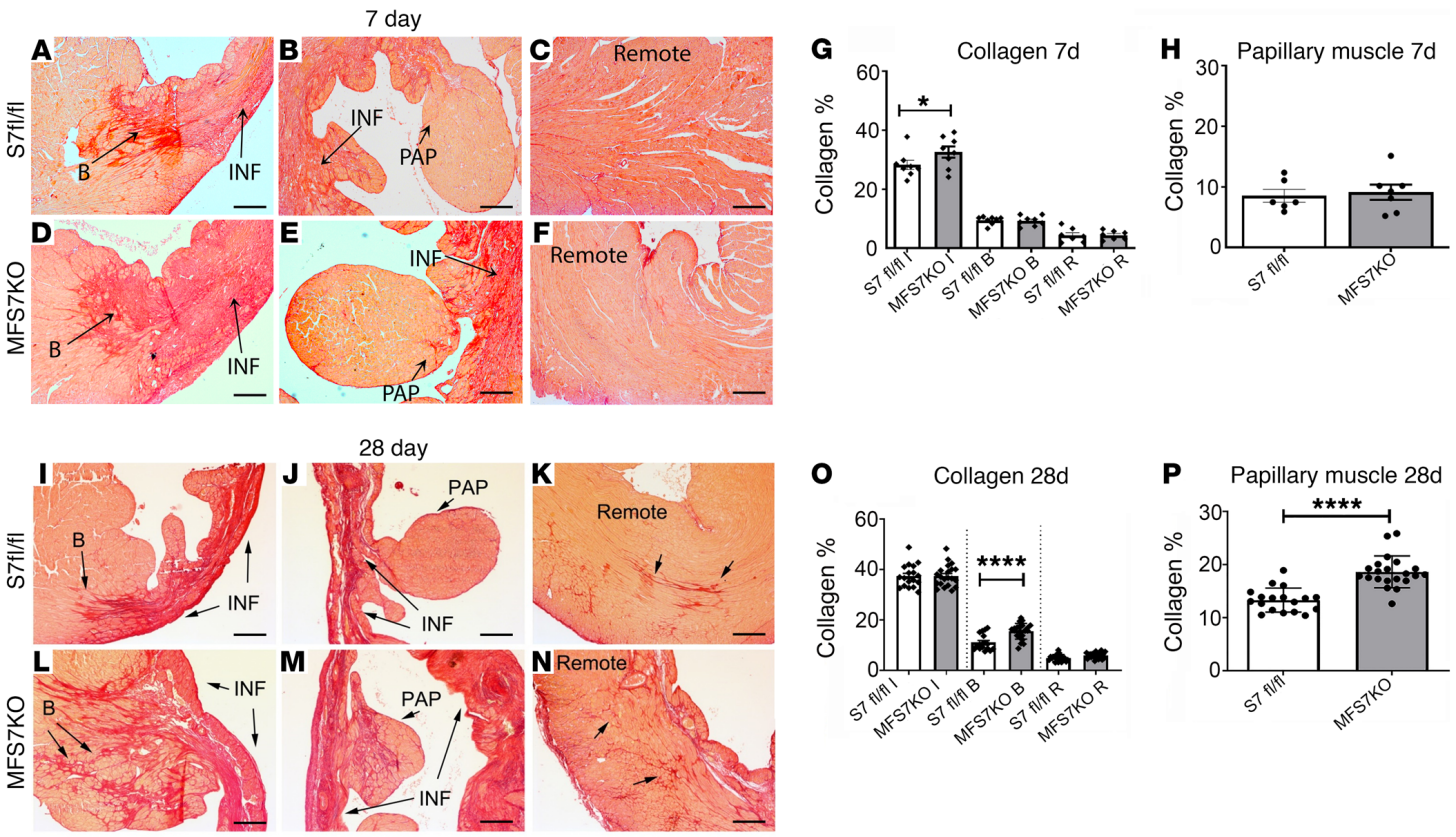
Myofibroblast-specific Smad7 loss accentuates postinfarction fibrosis in the border zone and in the papillary muscles. Collagen staining was performed using picrosirius red, and the collagen-stained area was assessed in the papillary muscle (PAP), infarcted (INF), border (B), and remote remodeling areas of *Smad7^fl/fl^* (S7 fl/fl) and MFS7KO hearts at 7 (**A**–**F**) and 28 days (**I**–**N**) of coronary occlusion. (**G** and **H**) Quantitative analysis demonstrates increased collagen deposition in the infarct zone of MFS7KO hearts compared with *Smad7^fl/fl^* at 7 days after infarction. (**O** and **P**) Twenty-eight days after infarction, increased collagen deposition is noted in the infarct border zone (**L**) and in the papillary muscle (**M**) of MFS7KO hearts compared with *Smad7^fl/fl^*, with comparable collagen levels in the infarct zone and the remote myocardium. For comparisons between multiple groups (**G** and **O**), 1-way ANOVA was performed followed by Tukey’s multiple comparison test. For comparisons between 2 groups (**H** and **P**), unpaired 2-tailed Student’s *t* test with Welch’s correction for unequal variances was performed (7 days *Smad7^fl/fl^*, *n =* 6; MFS7KO, *n =* 7; 28 days *Smad7^fl/fl^*, *n =* 18; MFS7KO, *n =* 21). *P < 0.05; ****P < 0.0001. Scale bars: 100 μm.

**Figure 5:**
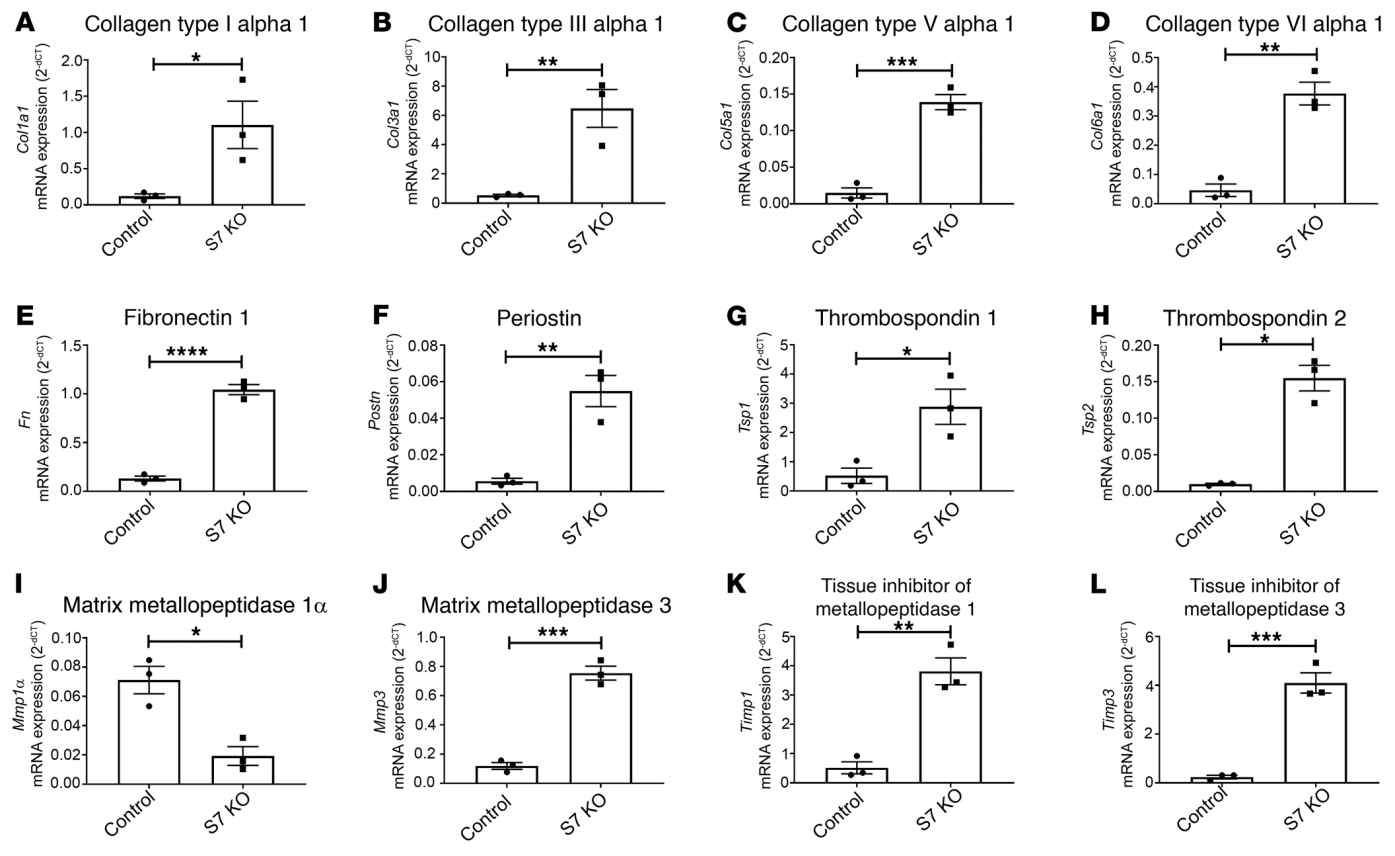
Smad7 loss accentuates synthesis of structural and matricellular genes by cardiac fibroblasts and modulates expression of MMPs and TIMPs. Expression of extracellular matrix genes was assessed using a PCR array and was compared between *Smad7*-KO fibroblasts (S7 KO, induced through overexpression of adeno-Cre in *Smad7^fl/fl^* cells) and control fibroblasts (*Smad7^fl/fl^*). (**A**–**H**) Smad7 loss accentuates fibroblast expression of genes encoding structural matrix proteins, including collagen type I α1, collagen type III α1, collagen type V α1, collagen type VI α1, and fibronectin, and matricellular proteins, such as periostin, thrombospondin 1, and thrombospondin 2. (**I**–**L**) Smad7 also modulates expression of genes associated with matrix remodeling, such as matrix metalloproteinases (MMPs) and tissue inhibitors of metalloproteinase (TIMPs). *Smad7*-KO cells have lower expression of *Mmp1α*, but markedly higher expression of *Mmp3*, *Timp1*, and *Timp2*. Comparisons between 2 groups (**A**–**L**) was performed by unpaired, 2-tailed Student’s *t* test with Welch’s correction for unequal variances (*n =* 3/group). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
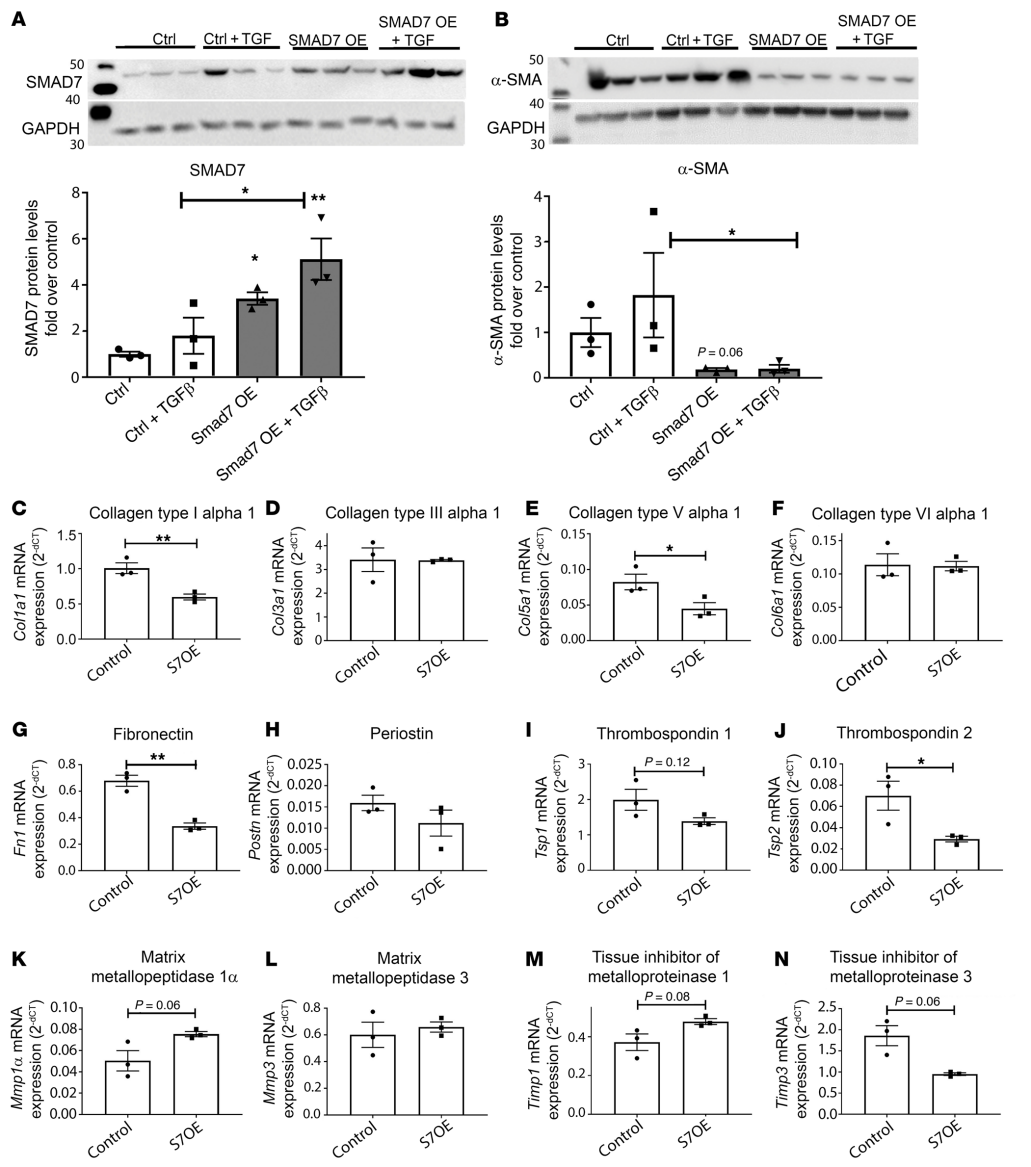
Smad7 overexpression restrains the TGF-β–induced increase in α-SMA and attenuates collagen I and fibronectin expression, without affecting collagen III levels. (**A**) Efficiency of the Smad7 overexpression (OE) strategy was assessed by comparing Smad7 protein levels between cardiac fibroblasts transfected with a *Smad7* cDNA plasmid (S7OE) and cells transfected with a control entry vector (Control). (**B**) Smad7 overexpression restrains myofibroblast conversion, markedly attenuating α-SMA protein levels in basal and TGF-β–induced conditions. (**C**–**N**) A PCR array shows that Smad7 overexpression (S7OE) attenuates synthesis of *Col1a1* (**C**), *Fn* (**G**), and *Tsp2* (**J**) without affecting C*ol3a1* transcription (**D**). (**K**–**N**) In contrast, expression of matrix remodeling genes, such as those encoding MMPs and TIMPs, is modestly affected by Smad7 overexpression. For comparisons between multiple groups (**A** and **B**), 1-way ANOVA was performed followed by Tukey’s post hoc test. For comparisons between 2 groups (**C**–**N**), unpaired, 2-tailed Student’s *t* test was performed with Welch’s correction for unequal variances (*n =* 3 per group). *P < 0.05; **P < 0.01.

**Figure 7:**
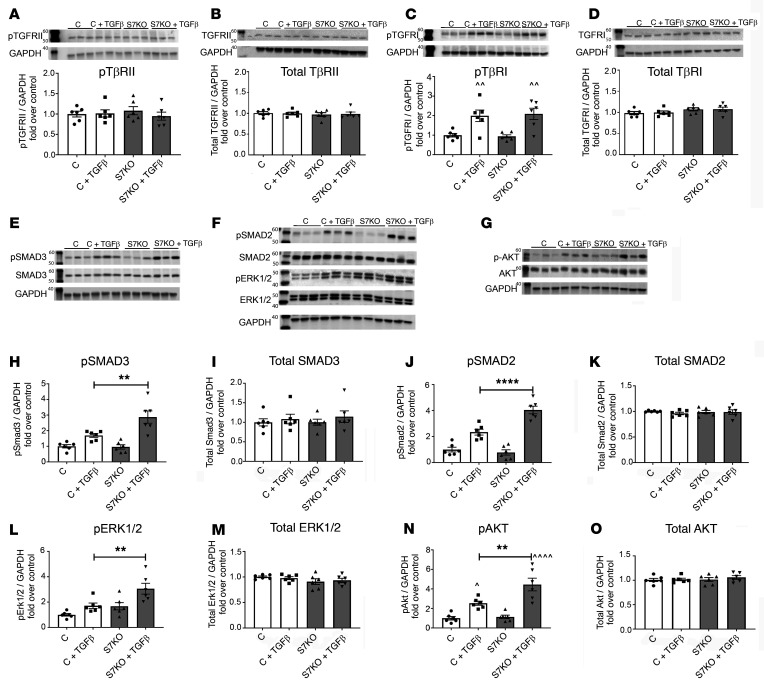
Smad7 acts downstream of the TGF-β receptors, restraining direct TGF-β–induced activation of Smad-dependent and Smad-independent signaling. (**A**) Smad7 loss does not affect activity and expression (**B**) of the constitutively active TGF-βRII. Moreover, Smad7 loss has no effects on activity (**C**) and expression (**D**) of the TGF-β–activated TGF-βRI. In order to examine the effects of Smad7 loss on Smad-dependent and -independent pathways, we performed Western blotting for p-Smad3, Smad3, p-Smad2, Smad2, p-ERK1/2, ERK1/2, p-AKT, and AKT (**E**–**G**). TGF-β–stimulated p-Smad3 (**H**) and p-Smad2 (**J**) activation was accentuated in *Smad7*-KO (S7KO) fibroblasts, in the absence of any effects on total Smad3 (**I**) or Smad2 levels (**K**). Smad-independent ERK1/2 (**L**) and AKT (**N**) activation, induced by TGF-β, was also accentuated in *Smad7*-KO fibroblasts without affecting total ERK (**M**) and AKT levels (**O**). Statistical comparison (**A**–**D** and **H**–**O**) was performed using 1-way ANOVA followed by Tukey’s multiple comparison test (*n =* 6 per group). **P < 0.01, ****P < 0.0001; ^^^^*P <* 0.01, ^^^^^^*P <* 0.0001 vs. unstimulated control.

**Figure 8:**
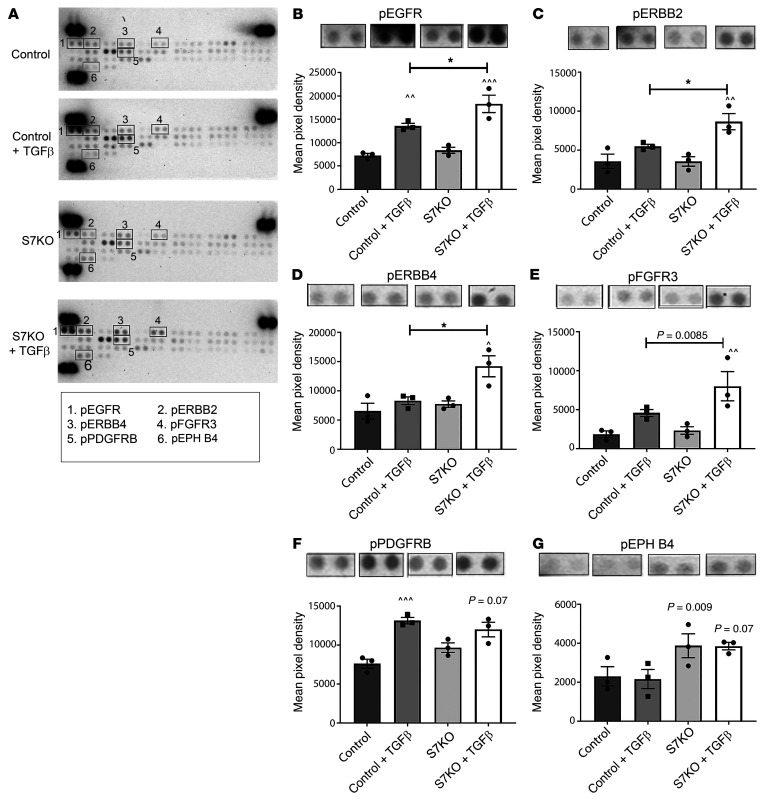
Effects of Smad7 on RTK activation. Because transcriptomic analysis identified receptor tyrosine kinase (RTK) signaling as the top-ranked pathway exhibiting differential gene expression in the absence of Smad7, we used a phospho-RTK proteomic array to identify specific RTKs modulated by Smad7. *Smad7*-KO (S7KO) fibroblasts were compared with control cells in the presence or absence of TGF-β1. (**A**) Representative array images for each condition are shown and phospho-RTKs with significant differences are highlighted in the numbered boxes. (**B**–**E**) Quantitative analysis suggests that Smad7 loss is associated with accentuated activation of EGFR/ErbB1, ErbB2, ErbB4, and FGFR cascades in TGF-β1–stimulated fibroblasts. (**F** and **G**) Other phospho-RTKs such as PDGFRβ and EPH-4 are not affected by Smad7 loss. Intensity of signal was quantified in duplicate as mean pixel density. Statistical comparison (**B**–**G**) was performed using 1-way ANOVA followed by Tukey’s multiple comparison test (*n =* 3). *P < 0.05; ^^^*P <* 0.05, ^^^^*P <* 0.01, ^^^^^*P <* 0.001 vs. unstimulated condition.

**Figure 9:**
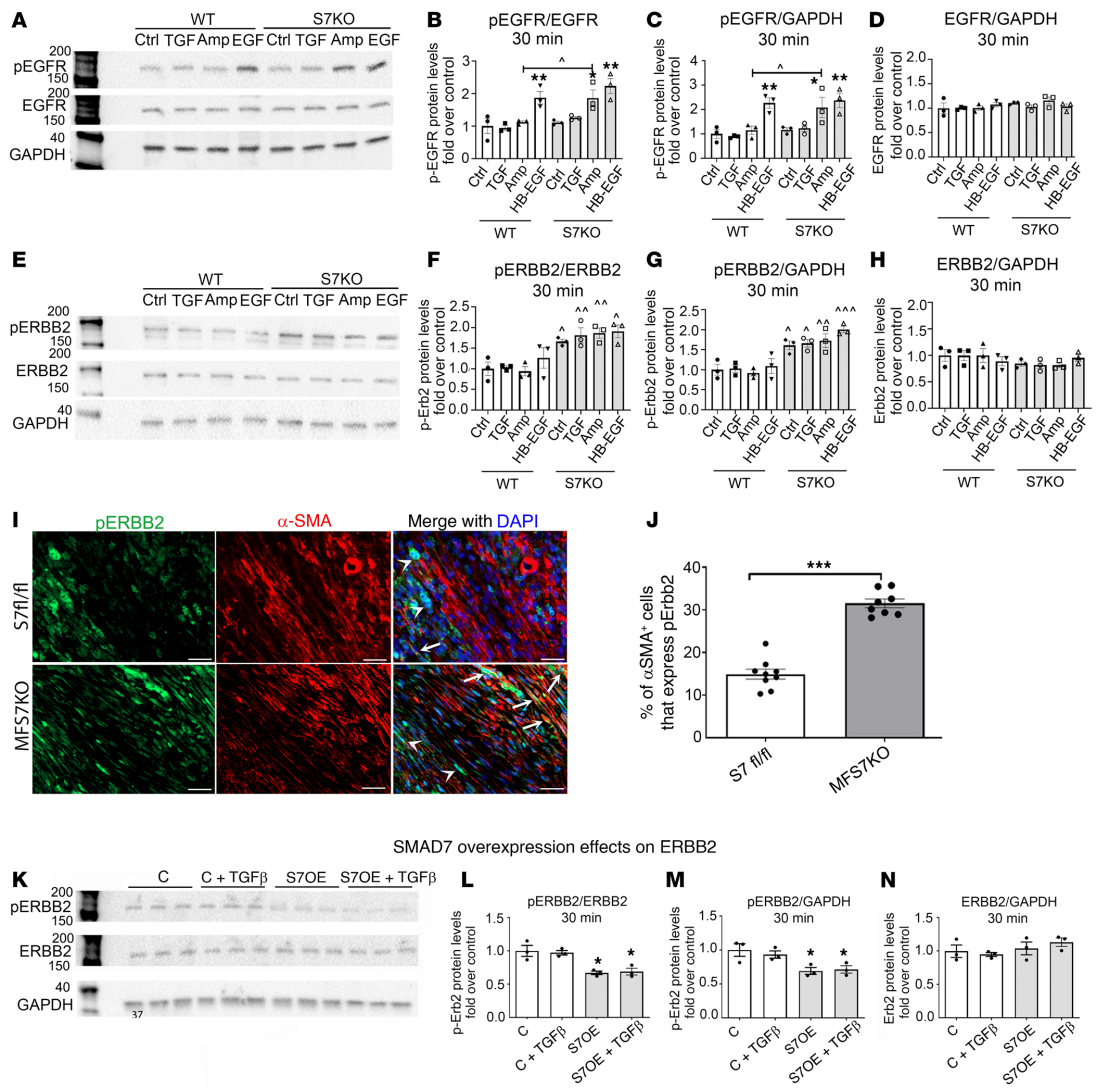
Smad7 restrains ErbB2 activation in a ligand-independent manner and limits amphiregulin-mediated EGFR/ErbB1 activation. Representative blots and quantitative analysis of the effects of Smad7 on EGFR/ErbB1 (**A**–**D**) and ErbB2 activation (**E**–**H**) in the presence or absence of TGF-β1 and the ErbB activators amphiregulin and HB-EGF (30-minute stimulation). (**A**–**D**) Smad7 loss does not affect EGFR/ErbB1 activity at baseline or after stimulation with TGF-β1 or HB-EGF. However, Smad7 loss accentuates amphiregulin-mediated EGFR activation. (**E**–**H**) Markedly increased ErbB2 activation is observed in *Smad7*-KO (S7KO) fibroblasts both at baseline and upon stimulation with TGF-β1, amphiregulin, and HB-EGF. Total ErbB1 or ErbB2 levels are not affected. (**I**) Dual immunofluorescence combining α-SMA and p-ErbB2 staining was used to identify α-SMA^+^ myofibroblasts expressing p-ErbB2 (arrows) in the infarcted myocardium (7-day permanent occlusion) of *Smad7^fl/fl^* and MFS7KO mice. p-ErbB2 is also expressed in non-myofibroblasts (arrowheads). (**J**) Quantitative analysis shows that MFS7KO hearts have a significant increase in p-ErbB2^+^ infarct myofibroblasts, when compared with control floxed infarcted hearts. (**K**–**N**) Smad7 overexpression (S7OE) attenuates ErbB2 activation in the presence or absence of TGF-β1, without affecting total ErbB2 levels (control, C). For comparisons between multiple groups (**B**–**D**, **F**–**H**, and **L**–**N**), 1-way ANOVA was performed followed by Tukey’s multiple comparison test (*n =* 3). *P < 0.05, **P < 0.01 vs. corresponding unstimulated condition; ^^^*P <* 0.05, ^^^^*P <* 0.01, ^^^^^*P <* 0.001 vs. corresponding WT. For comparisons between 2 groups (**J**), unpaired, 2-tailed Student’s *t* test was performed (*Smad7^fl/fl^*, *n =* 8; MFS7KO, *n =* 9). ***P < 0.001. Scale bars: 20 μm.

**Figure 10:**
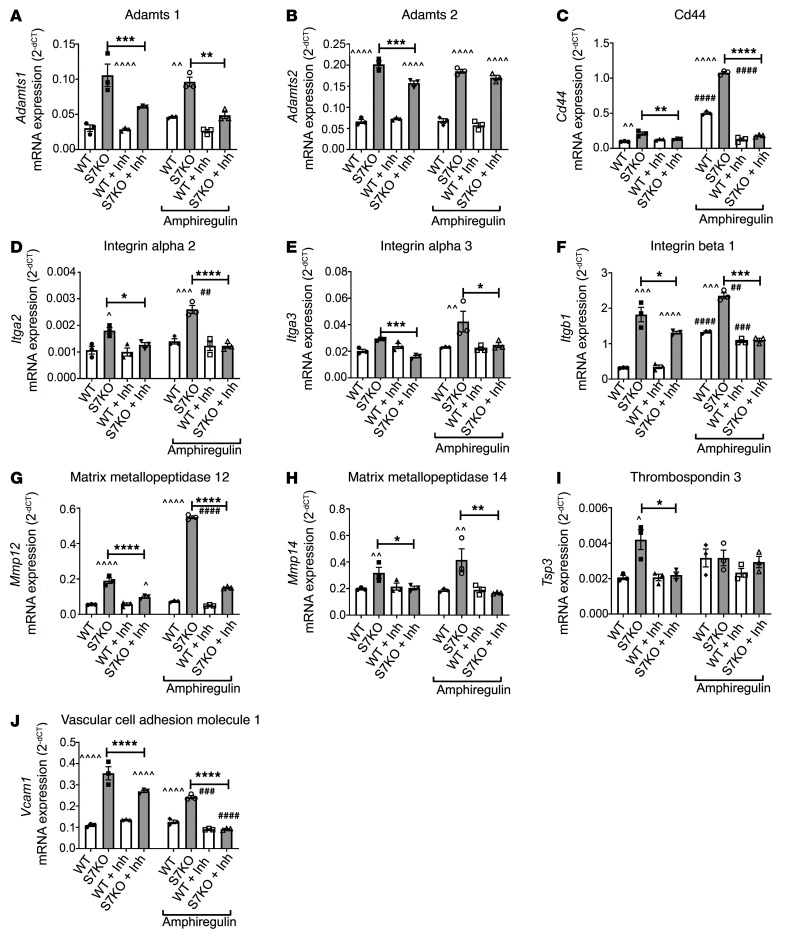
The effects of Smad7 on fibroblast activity are mediated, at least in part, through an interaction with ErbB1/2. Comparison of the effects of the dual ErbB1/2 inhibitor lapatinib (Inh) on extracellular matrix gene expression in *Smad7*-KO and WT fibroblasts, in the presence or absence of amphiregulin. (**A**–**J**) Unstimulated cardiac fibroblasts (first 4 bars of each graph): ErbB1/2 inhibition in unstimulated cardiac fibroblasts abrogates the effects of Smad7 loss on expression of *Adamts1*, *Adamts2*, *Mmp12*, and *Mmp14* (proteases); *Itga2*, *Itga3*, and *Itgb1* (integrins); *Tsp3* (matricellular protein); and *Cd44* and *Vcam-1* (adhesion molecules), without exerting any effects on WT cells. Amphiregulin-stimulated cardiac fibroblasts (last 4 bars of each graph): In the presence of amphiregulin, the effects of Smad7 loss on *Cd44*, *Itga2*, *Itgb1*, and *Mmp12* synthesis are accentuated. ErbB1/2 inhibition markedly attenuates the effects of Smad7 loss. Statistical comparison (**A**–**J**) was performed using 1-way ANOVA followed by Tukey’s multiple comparison test (*n =* 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ^^^*P <* 0.05, ^^^^*P <* 0.01, ^^^^^*P <* 0.001, ^^^^^^*P <* 0.0001 vs. corresponding WT; ^##^*P <* 0.01, ^###^*P <* 0.001, ^####^*P <* 0.0001 vs. unstimulated.

**Figure 11:**
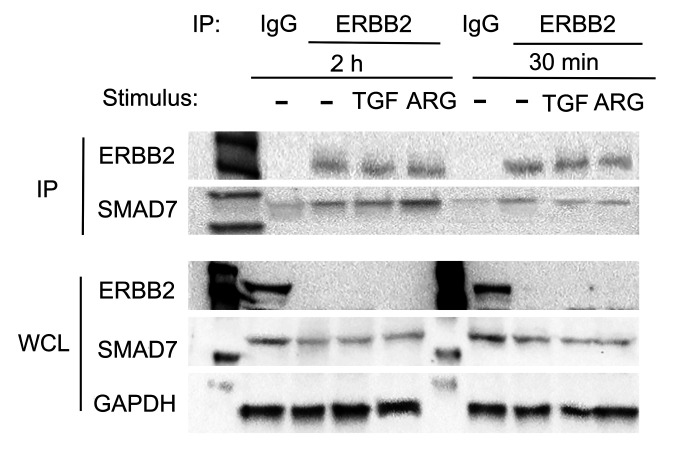
Smad7 binds to ErbB2. Western blot analysis after immunoprecipitation by anti-ErbB2 magnetic beads to demonstrate the interaction between ErbB2 and Smad7 in cardiac fibroblasts treated with TGF-β1 (10 ng/mL) or amphiregulin (ARG, 1 ng/mL). Upper panel: Immunoprecipitated (IP) ErbB2 fractions from cell lysates (upper, first band), show Smad7 expression (upper, second band), demonstrating that Smad7 interacts with ErbB2 in unstimulated and stimulated cardiac fibroblasts. Validation of the ErbB2 IP technique is shown by both the absence of ErbB2 expression in the IgG-immunoprecipitated fraction, as well as the absence of ErbB2 protein in the whole-cell lysate (WCL) of ErbB2 pull-down cells (lower panel, first band). GAPDH levels in the WCL were used as loading controls. Representative blots are shown (*n =* 3).

**Figure 12:**
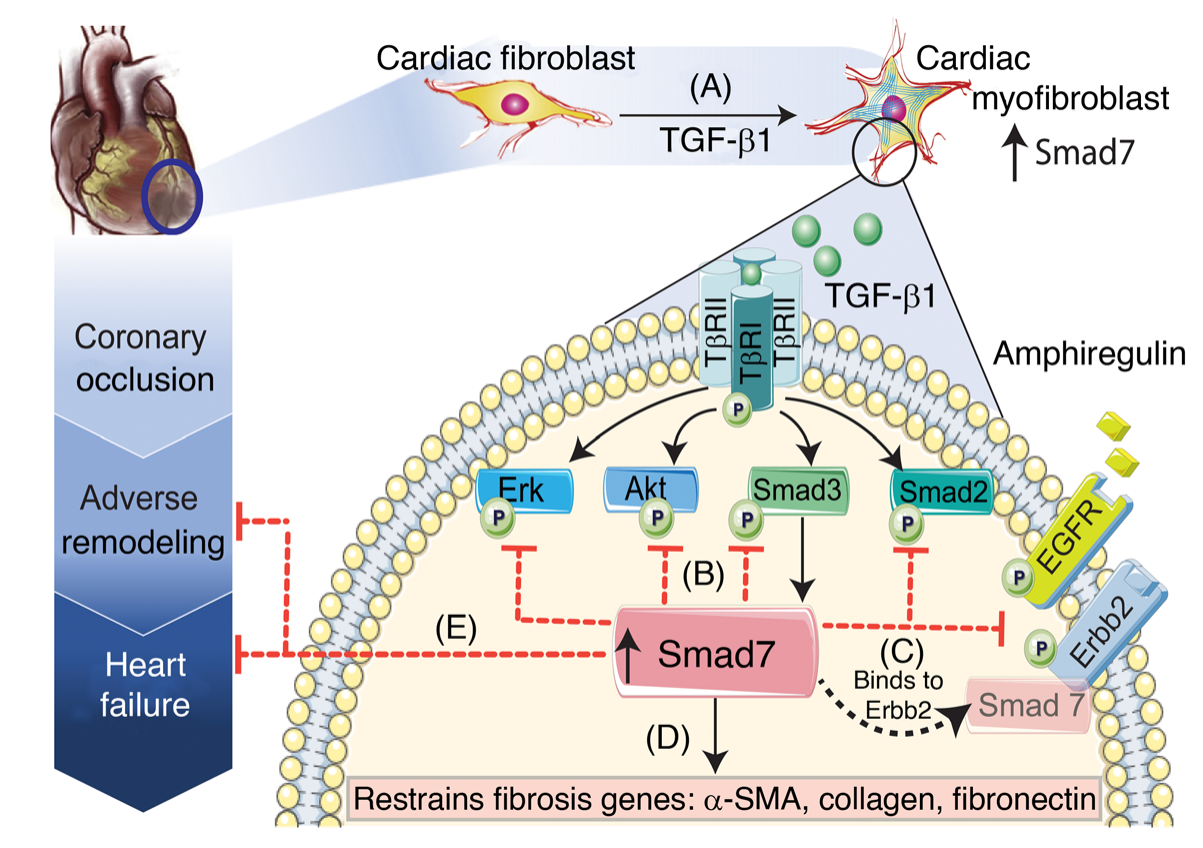
Schematic illustration of the findings of the study. Our study shows that (**A**) in healing infarcts, the inhibitory Smad, Smad7, is overexpressed in activated myofibroblasts through a Smad3-dependent pathway. (**B**) Smad7 induction restrains TGF-β–mediated Smad2/3, Erk, and Akt signaling without affecting TβR activation. (**C**) In addition to its inhibitory effects on TGF-β cascades, Smad7 directly interacts with the receptor tyrosine kinase ErbB2 and restrains EGFR/ErbB2 activation in a TGF-β–independent manner. (**D**) Inhibition of both TGF-β and ErbB1/2 cascades by Smad7 restrains synthesis of structural and matricellular matrix–associated genes and attenuates myofibroblast conversion. (**E**) Myofibroblast-specific Smad7-mediated effects protect the infarcted heart from adverse remodeling and reduce heart failure–related mortality. Considering the role of ErbB2 in mediating sustained actions of other ErbBs in fibrotic conditions, the Smad7-ErbB2 interaction may amplify the antifibrotic effects of Smad7. Our findings suggest that Smad7 should be viewed beyond its role as a negative regulator of the TGF-β superfamily.

**Table 1:**
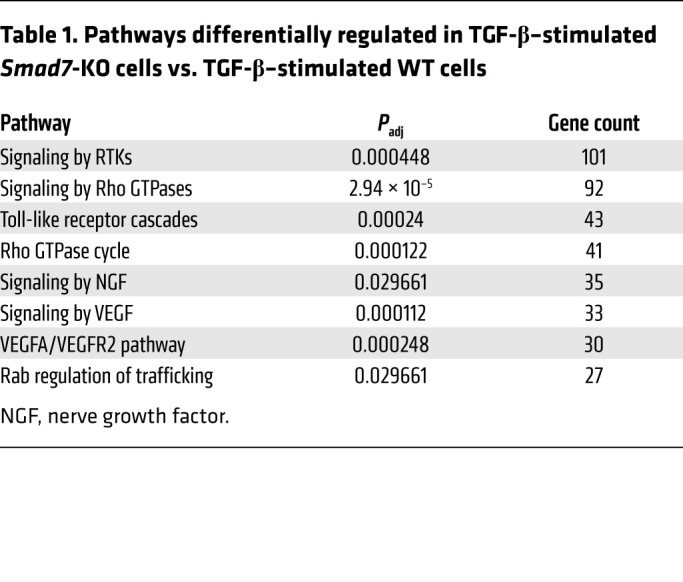
Pathways differentially regulated in TGF-β–stimulated *Smad7*-KO cells vs. TGF-β–stimulated WT cells

How the deposited data were processed for this re-analysis (not part of the article)

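RNA-Seq was performed on cultured mouse cardiac fibroblasts in 4 conditions with 3 libraries each, as unstimulated control, TGF-β1 control, unstimulated Smad7-KO and TGF-β1 Smad7-KO. The authors deposited whole-number read counts per gene, without normalization, and FPKM values. The aligner, the counting program, the genome build and whether strand was used are not named in the paper's text, so overlapping, antisense and pseudogene reads are uncertain. In the deposited table, 34490 of the 35275 gene identifiers were found in GENCODE M21, which annotates GRCm38, and of these 99.84% overlapped the annotated interval, so coordinates are those of the deposited table, taken as GRCm38. The deposited FPKM values carry no normalization between libraries beyond the library total. No deposited column of per-sample values was left out, and 0 were without a sample. Symbols were shared by 122 genes.

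Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, libraries were scaled by TMM, and a quasi-likelihood model with robust dispersion was fitted to all 12 libraries. Smad7-KO was compared with control in unstimulated and in TGF-β1-stimulated cells, TGF-β1 with no stimulation in control and in Smad7-KO cells, and the interaction tested whether both Smad7-KO effects differ. Adjusted p values are Benjamini-Hochberg values, and genes at 0.05 or less were counted as differentially expressed. Standard errors of log2 fold changes were derived from the coefficient and its F statistic. CPM values are normalized by TMM. A gene whose libraries in a group all had 3 counts or fewer was treated as at the floor, and its fold is given as a bound. Intervals and floors cover counting error only. Totals were 19056916 to 25371321 counts per library (median 22660845), and 3 libraries against 3 cannot give a two-sided exact p under 0.1. Whether depth or the number of libraries limits the precision more was not tested.

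The main design, the alternatives, the gene lists and the rule for the genes named in the text were written before the data were examined. The rule takes Smad7, the ErbB system, TGF-β receptors and Smads and the matrix genes of the PCR arrays that the paper names. It adds for each Smad7-KO comparison the 5 genes that rose most and the 5 that fell most among those past the threshold with an average log2 CPM of at least 1 and no overlap between the libraries of the groups. Alternatives were DESeq2 1.42.0 on all libraries and on only those of the comparison, edgeR on only those of the comparison, DESeq2's size factors in edgeR, no filter on low counts, limma 3.58.1 on log2(FPKM + 1) for genes with an FPKM of at least 1 in 3 or more libraries, the replicate number as a block, and leaving out each library. Added after the data were seen were a removal of each library's trend on gene length and GC content by loess with a span of 0.3, alone and with other choices, DESeq2 without unstimulated control library 2, further backgrounds and matched draws for Reactome, and leaving out libraries outside a comparison.

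Over-representation used the 1457 mouse Reactome categories in fgsea 1.28.0 by a hypergeometric test, with the tested genes as the background and sets of 10 to 500 genes. Because this release lacks the paper's receptor tyrosine kinase category, a joined set stands in for it, and its values are not those of the paper's category. GO and KEGG enrichment were not analysed here. Some of the Reactome categories that the paper lists are not reported here. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation beside it. The 18 lists covered receptor tyrosine kinases, ErbB receptors and ligands, MAPK feedback targets, TGF-β targets, matrix genes reported higher or lower in the PCR array, genes under ErbB1/2 inhibition, other matrix genes, p53 targets, interferon-stimulated genes, cell cycle genes, sex-linked genes, and markers of fibroblasts, macrophages, endothelial cells, cardiomyocytes, smooth muscle and pericytes, and epicardial and mesothelial cells. Another 4 lists, a second endothelial list, a second macrophage list, lymphocyte and neutrophil genes, and X-linked genes that escape inactivation, were written after the data were seen but before the values of their genes were.

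The procedures were tested on simulated counts with the library sizes of the real libraries. Each gene had its mean over all 12 libraries and the same spread in every condition. In each simulation 100 genes were changed 2-fold and 100 were changed 4-fold. Over 14899 genes edgeR recovered 62% of the genes changed 2-fold and 88% of those changed 4-fold, with 6.25% false calls. DESeq2 on all 12 libraries recovered 74% and 91% over 15150 genes with 17.5% false calls. It was not simulated on only the libraries of a comparison. In the real data the biological coefficient of variation ran from 0.053 to 0.334 between conditions and more genes were called, so these rates may not hold there. limma on log2(FPKM + 1), whose fold changes understate low genes, recovered 56% and 79% over 12297 genes. The interaction recovered 18% and 68% over 14907 genes. Of 200 random gene sets, 5 had a p under 0.05 by the hypergeometric test and 1 by camera. With a length trend planted in 1 library, recovery over 14934 genes was 44% and 78% without correction and 60% and 84% with it.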

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

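The tests of gene length on Cd5l, the interaction genes and the interferon list, the macrophage test on Cd5l and the endothelial test on the interaction genes were chosen only after these results were seen.

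The effect of Smad7 loss differed between unstimulated and TGF-β1-stimulated cells in 3 genes by the interaction term, Mcam, F11r and Gcnt2, and 392 genes had an unadjusted p under 0.05. These genes fall outside the rule for named genes and were chosen after their values were seen. The interaction log2 fold changes were 1.56 for Mcam, 1.23 for F11r and 1.10 for Gcnt2 (adjusted p = 0.0115, 0.0317 and 0.0439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mcam was at 38.5 ± 5.61 CPM in unstimulated control, 8.77 ± 0.543 in unstimulated Smad7-KO, 110 ± 5.47 in TGF-β1 control and 73.9 ± 2.61 in TGF-β1 Smad7-KO libraries (SD, n = 3 each). F11r fell by 1.35 on the log2 scale in unstimulated cells and by 0.12 in stimulated cells, and Gcnt2 fell by 0.45 and rose by 0.65. Of 60 regroupings of the libraries, the real one included, 1 gave as many genes. The other regroupings mixed control and Smad7-KO libraries, which widens the spread within groups, so their low counts cannot exclude chance for these genes. With the trend on gene length and GC content removed, the largest of the 3 adjusted p values was 0.00501 by edgeR's quasi-likelihood test, which argues against that trend as the cause. An effect of fewer endothelial cells cannot be told apart, since the interaction terms of the 22 tested genes of both endothelial lists went both ways, from -0.66 to 1.24 with a median of 0.10. The result depended on single libraries. With 1 library left out the number was 6 without unstimulated control library 3, 4 without unstimulated control library 2 and 1 without TGF-β1 control library 1. It was 0 without unstimulated control library 1 (414 genes at an unadjusted p under 0.05), TGF-β1 control library 2 or 3 (409 and 319), unstimulated Smad7-KO library 1, 2 or 3 (324, 308 and 310) and TGF-β1 Smad7-KO library 1, 2 or 3 (326, 360 and 340). A different response to TGF-β1 without Smad7 also stays open.

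TGF-β1 changed 1268 genes in control and 1550 in Smad7-KO fibroblasts, comparisons the paper does not report. In control cells 763 rose and 505 fell, and in Smad7-KO cells 807 rose and 743 fell. For control cells 2 of the 10 splits of the 6 libraries gave as many genes, and for Smad7-KO cells 1 of 10 did, the fewest that 10 splits allow. The other split in control cells, with TGF-β1 control libraries 1 and 3 beside unstimulated control library 3, gave 3226 genes. With the trend on gene length and GC content removed it gave 0 genes and the real split 2445, so that split may reflect the length trend. Without unstimulated control library 3 the count in control cells was 3449, and without TGF-β1 control library 1 or 3 it was 825. In Smad7-KO cells it was 985 without TGF-β1 Smad7-KO library 1, 1011, 1025 and 1009 without unstimulated Smad7-KO libraries 1, 2 and 3, and 2535 without unstimulated control library 2, and it did not exceed 1083 in the fits that left out a library of the comparison.

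Cd5l, which the paper does not discuss, rose after Smad7 loss in unstimulated cells with a log2 fold change of 2.36 and in stimulated cells with 2.53, in 3 of 3 Smad7-KO libraries each. With the length and GC trend removed it was 2.58 in unstimulated cells, so the trend does not explain it. A larger share of macrophages, which express Cd5l, is argued against as the whole cause, since the largest log2 fold change in either macrophage list was 1.36, that of Itgam. A change within the macrophages present stays open and was not tested.

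Interferon-stimulated genes, which the paper does not discuss, were higher in TGF-β1 Smad7-KO than in TGF-β1 control cells, with a median log2 fold change of 0.48 over 26 genes, 21 of them higher (adjusted p = 9.6e-04, camera with Benjamini-Hochberg adjustment). The call did not hold with fry (adjusted p = 0.118 with Benjamini-Hochberg adjustment) or with an estimated correlation (adjusted p = 0.485, camera with Benjamini-Hochberg adjustment). In unstimulated cells the median was 0.23 (adjusted p = 0.141, camera with Benjamini-Hochberg adjustment). With the length and GC trend removed the median in stimulated cells was 0.54, which argues against the trend. Response to the adenovirus, which both arms received, was not tested and stays open.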

How the results depend on the processing

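Alternatives on gene length and GC content, DESeq2 without unstimulated control library 2, DESeq2 calls against all Reactome genes, and leaving out libraries outside a comparison were chosen after seeing the data. For Smad7 the direction and the side of the threshold were the same under every alternative run, with leave-one-out ranges of -1.38 to -1.31 in unstimulated and -0.96 to -0.86 in stimulated cells.

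The genes changed by Smad7 loss in unstimulated cells numbered 2296 with DESeq2 on only the libraries of the comparison and 660 with edgeR on those libraries, 2272 with the length and GC trend also removed, and 2521 with DESeq2 minus unstimulated control library 2. In stimulated cells they numbered 4566 with DESeq2 and 4453 with edgeR on only the libraries of the comparison, 3602 with the trend removed and 5499 with both choices. The order of the counts in unstimulated and stimulated cells thus differed between these fits, and it also changed with single libraries while all others shared the spread, with 3013 and 4465 genes without unstimulated control library 2, 1536 and 1562 without unstimulated Smad7-KO library 2, and 1535 and 1544 without unstimulated Smad7-KO library 3. The response to TGF-β1 in control cells was 391 genes with edgeR on only the libraries of the comparison and 2445 with the trend removed, and in Smad7-KO cells 3429 with DESeq2 and 3792 with edgeR on only the libraries of the comparison, 2714 with the trend removed and 4680 with both. Interaction genes numbered 12 with DESeq2 on all libraries, 0 with limma on log2(FPKM + 1) (323 at an unadjusted p under 0.05) and 13 with the trend removed. Genes common to both Smad7-KO comparisons numbered 611 with edgeR on only the libraries of the comparison and 2727 with the trend removed. Apart from the values printed here, the cause was not tested.

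Across the 12 fits that each left out 1 library, the count ranged from 1535 (without unstimulated Smad7-KO library 3) to 7979 (without unstimulated control library 3) for Smad7 loss in unstimulated cells and from 883 (without TGF-β1 control library 2) to 4465 (without unstimulated control library 2) in stimulated cells. It ranged from 825 to 3449 for TGF-β1 in control cells, from 985 to 2535 in Smad7-KO cells, from 0 to 6 for the interaction, and from 790 to 2874 for the common genes. The lowest and highest of these were without TGF-β1 control library 1 or 3 and unstimulated control library 3, without TGF-β1 Smad7-KO library 1 and unstimulated control library 2, without unstimulated control libraries 1 and 3, and without TGF-β1 control library 2 and unstimulated control library 3.

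Replicate numbers did not pair the libraries, since 1 of 18 correlations between the deviations of same-numbered libraries was over 0.1 (range -0.36 to 0.52). With the number as a replicate block, 3222 and 1625 genes changed after Smad7 loss in unstimulated and stimulated cells, 1334 were common, 1107 and 1323 changed with TGF-β1 in control and Smad7-KO cells, and 0 passed for the interaction (340 at an unadjusted p under 0.05). The block gave 3 Reactome categories in unstimulated cells. With the block and the length and GC trend removed, the counts were 3401 after Smad7 loss in stimulated cells, 2192 and 2545 for TGF-β1 in control and Smad7-KO cells, 7 for the interaction and 2593 in common.

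For the joined receptor tyrosine kinase set in unstimulated cells, the adjusted p was 0.0115 against all Reactome genes, 0.0203 with calls of the fit with the trend removed, 0.0357 with DESeq2 calls of only the libraries of the comparison against all Reactome genes, and 1 among genes that fell, where the set held fewer genes than expected (hypergeometric tests with Benjamini-Hochberg adjustment). Draws matched on expression gave a one-sided permutation p of 0.0056 with calls of the fit with the trend removed. Over all its alternatives the hypergeometric adjusted p ranged from 0.0115 to 1 with Benjamini-Hochberg adjustment. In stimulated cells it was 0.181 among genes that rose and 0.421 among genes that fell, which hold fewer genes, and ranged from 2.75e-08 to 0.421 over all alternatives (hypergeometric tests with Benjamini-Hochberg adjustment). Categories in unstimulated cells numbered 56 against all Reactome genes, 23 with DESeq2 on all libraries, 3 with DESeq2 on only the libraries of the comparison, 19 among genes that rose, 87 among genes that fell, 6 with the trend removed and 5 with DESeq2 calls against all Reactome genes. In stimulated cells they numbered 31 with DESeq2 on only the libraries of the comparison, 25 among genes that rose, 9 among genes that fell, 55 with the trend removed and 126 with DESeq2 calls against all Reactome genes.

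None of the named genes whose log2 fold change changed sign had passed the threshold in that comparison as reported. With DESeq2's size factors in edgeR these were in stimulated cells Timp2 at 0.0108, Adamts1 at 0.00462, Chad at 0.0064. With DESeq2 on all 12 libraries these were in stimulated cells Timp2 at 0.0128, Adamts1 at 0.00644, Chad at 0.0106. With DESeq2 on only the libraries of the comparison these were in stimulated cells Timp2 at 0.000442. With limma on log2(FPKM + 1) these were in unstimulated cells Col1a1 at 0.0799, Col3a1 at 0.00429 and in stimulated cells Egfr at -0.0044, Cd44 at -0.0214, Smad3 at -0.00479, Smad4 at -0.00633. With the replicate block these were in unstimulated cells Col1a1 at 0.0204 and in stimulated cells Chad at 0.048. Without unstimulated control library 2 in DESeq2 these were in unstimulated cells Egfr at -0.11, Col5a1 at -0.22, Col6a1 at -0.19, Fn1 at -0.11, Postn at -0.10, Itgb1 at -0.0736, Adamts1 at -0.12, Itga2 at -0.28, Lama2 at -0.24, Clip2 at -0.0228, Smad3 at -0.0116. With the length and GC trend removed these were in unstimulated cells Egfr at -0.45, Col5a1 at -0.34, Col6a1 at -0.0268, Fn1 at -0.0903, Postn at -0.19, Thbs2 at -0.0224, Itgb1 at -0.12, Adamts1 at -0.18, Lama2 at -0.44, Clip2 at -0.0225, Pdgfra at -0.0673, Smad3 at -0.0331 and in stimulated cells Egfr at -0.34, Fn1 at -0.14, Cd44 at -0.18, Chad at 0.22, Smad3 at -0.084. With that trend removed in only the libraries of the comparison these were in unstimulated cells Egfr at -0.47, Col5a1 at -0.35, Col6a1 at -0.0285, Fn1 at -0.10, Postn at -0.20, Thbs2 at -0.0218, Itgb1 at -0.12, Adamts1 at -0.18, Lama2 at -0.45, Clip2 at -0.0165, Pdgfra at -0.0698, Smad3 at -0.0334 and in stimulated cells Egfr at -0.35, Fn1 at -0.15, Postn at -0.00812, Cd44 at -0.19, Smad3 at -0.10. With the replicate block and that trend removed these were in unstimulated cells Egfr at -0.45, Col5a1 at -0.34, Col6a1 at -0.0159, Fn1 at -0.0696, Postn at -0.19, Thbs2 at -0.0193, Itgb1 at -0.12, Adamts1 at -0.19, Lama2 at -0.43, Clip2 at -0.0235, Pdgfra at -0.0663, Smad3 at -0.0307 and in stimulated cells Egfr at -0.34, Fn1 at -0.13, Cd44 at -0.18, Chad at 0.26, Smad3 at -0.0828. Among fits that left out 1 library, sign changes occurred in unstimulated cells in Egfr from -0.10 to 0.36, Egf from -0.29 to 0.0445, Col1a1 from -0.28 to 0.21, Col3a1 from -0.20 to 0.0937, Col5a1 from -0.21 to 0.30, Col6a1 from -0.18 to 0.21, Fn1 from -0.11 to 0.85, Postn from -0.0922 to 0.22, Thbs1 from -0.39 to 0.13, Itgb1 from -0.0633 to 0.12, Adamts1 from -0.11 to 0.32, Itga2 from -0.27 to 0.84, Lama2 from -0.23 to 0.53, Clip2 from -0.0123 to 0.20, Smad3 from -0.00161 to 0.41, and in stimulated cells in Egfr from -0.0803 to 0.18, Nrg4 from -0.47 to 0.0336, Fn1 from -0.0329 to 0.31, Itgb1 from -0.0569 to 0.0169, Timp2 from -0.0383 to 0.0152, Adamts1 from -0.0721 to 0.0783, Cd44 from -0.0545 to 0.10, Chad from -0.61 to 0.44, Smad3 from -0.0201 to 0.14. With the length and GC trend removed, some of the genes that changed sign passed the threshold in the other direction. These were Egfr in unstimulated and stimulated cells (adjusted p = 0.00324 and 0.0159), Col5a1 (0.00544) and Lama2 (0.00927) in unstimulated cells, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With that trend removed in only the libraries of the comparison, Cd44 in stimulated cells also passed (adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Lama2 in unstimulated cells did not. Of the other comparisons of a named gene with an alternative, 65 were weaker and 102 stronger, and with 1 library left out 114 were weaker and 10 stronger. Of 17 camera calls among 34 tests of lists, 16 held with fry, 6 with an estimated correlation and 17 with the length and GC trend removed. New calls numbered 6 with fry, 0 with an estimated correlation and 9 with the trend removed.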

Differences from the paper's values

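In unstimulated fibroblasts, 3907 genes were differentially expressed against the paper's 2297, with 1827 higher against the paper's 1107 and 2080 lower against the paper's 1190. Of the alternatives set before the data were examined, DESeq2 on only the libraries of the comparison gave 2296 genes (1107 higher, 1189 lower), the fit without a low-count filter 2801 (1311 and 1490) and the replicate block 3222 (1582 and 1640), all within 1.5 times of the paper's values, as was leaving out unstimulated control library 1 or 2 or a Smad7-KO library for the total. DESeq2 on all libraries, edgeR on only the libraries of the comparison, DESeq2's size factors, limma on log2(FPKM + 1) for the total, and leaving out unstimulated control library 3 did not come within that range. Chosen after seeing the values, edgeR on only the libraries of the comparison with the length and GC trend removed gave 2272 genes, DESeq2 minus unstimulated control library 2 gave 2521, and leaving out a TGF-β1 library other than TGF-β1 control library 2 gave 2729 to 3346, also within that range.

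In TGF-β1-stimulated fibroblasts, 1962 genes were differentially expressed against the paper's 4566, with 866 higher against the paper's 2409 and 1096 lower against the paper's 2157. DESeq2 on only the libraries of the comparison gave 4566 genes (2408 higher, 2158 lower) and edgeR on those libraries 4453 (2281 and 2172), and no other alternative set before the data were examined came within 1.5 times. Settings chosen after seeing the values that came within it were the removal of the length and GC trend, with 3602 genes, the same with the replicate block, with 3401, the same on only the libraries of the comparison, with 5499, and leaving out unstimulated control library 2, with 4465, or 3, with 3502. In both comparisons the fit nearest to the paper's counts was DESeq2 on only the libraries of the comparison. Whether the paper fitted each comparison alone is not named in its text.

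The number of Reactome categories was 1 against the paper's 6 in unstimulated cells and 14 against the paper's 53 in stimulated cells, and none of the alternatives set before the data were examined came within 1.5 times. Chosen after seeing the values, the calls of the fit with the length and GC trend removed gave 6 and 55, and DESeq2 calls of only the libraries of the comparison against all Reactome genes gave 5 in unstimulated cells. The adjusted p of receptor tyrosine kinase signaling in unstimulated cells was 0.767 for the joined set against the paper's 0.037. Against all Reactome genes, set before the data were examined, it was 0.0115, also at or under 0.05 but not within 1.5 times. DESeq2 calls of only the libraries of the comparison against all Reactome genes, chosen after seeing the values, gave 0.0357, and the fit with the trend removed gave 0.0203 (hypergeometric tests with Benjamini-Hochberg adjustment). In stimulated cells it was 0.04 against the paper's about 0.00045 in Table 1, read by eye, and none of the alternatives set before the data were examined came within 1.5 times.

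Toll-like receptor cascades held 23 differentially expressed genes in stimulated cells against the paper's about 43 in Table 1, read by eye. With DESeq2 calls of all libraries they held 30, and with DESeq2 calls of only the libraries of the comparison 43, both within 1.5 times of the paper's value, unlike the other alternatives set before the data were examined.

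In stimulated cells the paper names receptor tyrosine kinase signaling as top-ranked with reference to Table 1, which holds only 8 of its 53 categories, those of intracellular signaling with more than 25 differentially expressed genes. That selection was not repeated here, so the ranks below, which are among all Reactome categories tested, are not a like comparison and do not contradict the paper's rank. The joined set was at rank 8 of 853. Of the alternatives set before the data were examined, it was at rank 5 against all Reactome genes and with the replicate block, 10 with DESeq2 on all libraries, 13 with DESeq2 on only the libraries of the comparison, 29 among genes that fell and 51 among genes that rose. Chosen after seeing the values, the fit with the trend removed placed it at rank 4 and DESeq2 calls of only the libraries of the comparison against all Reactome genes at rank 10.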

Other observations

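Tests on the sex-linked genes, the length trend for the joined receptor tyrosine kinase set, the wider spread of the unstimulated controls, the fibroblast share, single control libraries, Vwf, and the endothelial share and the chromosome positions of nearly absent genes were chosen only after the result was seen. Of 10 splits of the 6 libraries, 1 gave as many genes as the real one for Smad7 loss in unstimulated cells and 1 of 10 in stimulated cells, the fewest that 10 splits allow.

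Direction after Smad7 loss followed gene length, with a Spearman correlation across genes of 0.433 in unstimulated and 0.305 in stimulated cells. A length trend of single control libraries is a candidate explanation, since the mean of the unstimulated Smad7-KO libraries had a correlation with length of 0.00595 against unstimulated control library 3, 0.427 against library 1 and 0.524 against library 2. Removing the trend kept 2960 of 3907 genes in unstimulated cells and 1812 of 1962 in stimulated cells. Unstimulated control library 2 stood apart from libraries 1 and 3, at a distance of 0.861 against 0.543 between libraries 1 and 3. Its log2 ratio to them had a correlation of -0.539 with gene length and a slope of -0.374 per doubling of length. The log2 ratio of library 1 to library 3 had -0.551 and -0.239, so a correlation with length is not particular to library 2. Removing the trend lowered the distance of library 2 only to 0.781, and that between libraries 1 and 3 to 0.476. Library size does not account for the distance of library 2, since it was 0.86 after the others were thinned to its total. A different share of macrophages cannot be told apart, since 10 of 15 genes of the second macrophage list were higher in it and the list's median difference changed from 0.22 to -0.08 when the trend was removed. The libraries of this condition differ in nothing that the sample labels name, and what else sets library 2 apart stays open. Interferon-stimulated genes (median difference 0.41, and 0.33 with the trend removed) and cardiomyocyte markers (0.67 and 0.68) were also higher in it.

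Fitted alone, the comparison in unstimulated cells gave fewer genes than that in stimulated cells, and with all 12 libraries sharing the spread it gave more, although not without unstimulated control library 2 (3013 against 4465) or unstimulated Smad7-KO library 2 (1536 against 1562) or 3 (1535 against 1544). A wider spread of the unstimulated control libraries, with a biological coefficient of variation of 0.334, is a candidate explanation. The length trend is argued against as the whole cause, since with it removed the comparison in unstimulated cells fitted alone still gave 2272 genes against 5499 in stimulated cells.

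Endothelial markers were lower in Smad7-KO cells, with medians of -3.14 in unstimulated and -2.72 in stimulated cells over 11 genes, 4 of which another list holds. Fewer endothelial cells in the Smad7-KO cultures may account for this, since the second list, with 11 tested genes, had medians of -2.13 and -2.29 (adjusted p = 3.79e-07 and 7.75e-09, camera with Benjamini-Hochberg adjustment), and both lists held with fry and an estimated correlation. With the length and GC trend removed the median of the second list in unstimulated cells was -1.71, which argues against the trend. Emcn fell from 152 to 4.67 CPM in unstimulated cells. Vwf, however, rose by 1.03 in unstimulated cells, which a loss of endothelial cells alone forbids, and Kdr and Tek passed no threshold. Whether the cells of both arms came from the same isolation is not named in the paper's text, and an effect of Smad7 on endothelial cells stays open as untested.

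In both comparisons 35 genes fell at least 8-fold in fitted value and 1 rose as much, and 5 of the 35 are pseudogenes. A stretch of chromosome around Smad7 from another mouse strain is argued against as their source, since 0 of the 35 lie within 10 Mb of Smad7, and they are spread over 18 chromosomes with 1, Nol4, on that of Smad7. Loss of endothelial cells cannot be told apart for these genes, since 6 of them are in the endothelial lists, which hold only 22 tested genes.

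Sex-linked genes differed between the arms. Xist fell by 1.27 and 1.36 on the log2 scale in unstimulated and stimulated cells, and with the trend removed its log2 fold change was -2.05 and -1.92, which argues against the length trend. A different mix of male and female cells cannot be told apart, since the Y-linked genes did not rise alike. Of the 4, Ddx3y, Uty and Kdm5d passed as higher in unstimulated cells and Uty in stimulated cells, and with the trend removed Uty and Kdm5d passed in both comparisons. Eif2s3y passed in neither. That all 4 had to pass was decided after the values were seen, and the rule first set, that 2 pass with the trend removed, was met. The 4 X-linked genes that escape inactivation had medians of 0.37 and 0.23, and of 0.12 and 0.0257 with the trend removed, and 0 of 4 passed without that removal, although Kdm5c and Kdm6a were higher at an unadjusted p under 0.05 in unstimulated cells (0.041 and 0.0447, edgeR's quasi-likelihood test) and none was in stimulated cells. As a list the sex-linked genes had medians of 0.52 and 0.44.

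Macrophage transcripts were abundant in all libraries, with markers taking a median of 2.32% of counts against 1.46% for fibroblast markers. Macrophages in the cultures may be the source, since 12 of 15 genes of a second list were over 100 CPM in every library, Lyz2 of the first list was at 12410 CPM in unstimulated control libraries, and 0 of 12 lymphocyte and neutrophil genes were over 10 CPM in every library. The markers were higher in Smad7-KO cells, with medians of 0.21 and 0.42. A larger share of macrophages there cannot be told apart from a change within them, since the second list had an adjusted p of 0.0972 in unstimulated and 1.17e-04 in stimulated cells (camera with Benjamini-Hochberg adjustment), with medians of 0.07 and 0.36, and 0.34 and 0.47 with the length trend removed. Lymphocyte and neutrophil genes, 2 tested, had medians of -0.83 and -0.64.

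TGF-β target genes were lower in Smad7-KO cells, with medians of -0.54 in unstimulated and -0.34 in stimulated cells (adjusted p = 1.73e-05 and 0.00124, camera with Benjamini-Hochberg adjustment). With the trend removed the median in unstimulated cells was -0.45, which argues against the trend, and 12 of the 30 genes are in another list. A lower share of fibroblasts cannot be told apart. It would raise the markers of other cell types, and macrophage markers rose, but those of smooth muscle and pericytes had a median of -0.76. With TGF-β1 the latter had medians of 0.16 in control and 0.40 in Smad7-KO cells, so lower TGF-β signaling could itself lower them. Fibroblast markers had medians of -0.03 and -0.24 in unstimulated and stimulated cells, and of -0.32 and -0.40 with the trend removed. Lower TGF-β signaling and a different cell mix stay open. The duration of stimulation cannot account for the lower values in unstimulated cells, which received no TGF-β1. It stays open only for the size of the difference in stimulated cells.

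In unstimulated cells the joined receptor tyrosine kinase set was not over-represented past the threshold. The length trend is argued against as the source of its excess of genes, since with the trend removed the set held 157 genes against 124 expected (adjusted p = 0.0203, hypergeometric test with Benjamini-Hochberg adjustment, in a range of 0.0115 to 1 over the alternatives). The expression level of the set's genes cannot be told apart as a source, since draws matched on expression gave a one-sided permutation p of 0.262 for the genes as reported and of 0.0056 for those with the trend removed. In stimulated cells draws matched on expression and length gave a one-sided permutation p of 0.0039, which argues against both as the whole source. A different cell mix was not tested as a source.

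The other lists had these medians in unstimulated and stimulated cells. Receptor tyrosine kinases, of which 44 were tested and 12 are in another list, had -0.15 and -0.33, ErbB receptors and ligands -0.41 and -0.41, and MAPK feedback targets -0.33 and -0.36. In stimulated cells these lists passed as lower (adjusted p = 0.00196, 0.0429 and 0.023, camera with Benjamini-Hochberg adjustment). They held with fry but not with an estimated correlation. In unstimulated cells none passed (adjusted p = 0.116, 0.267 and 0.0764 from the same test). With the length and GC trend removed all of them passed as lower in both comparisons, and receptor tyrosine kinases had a median of -0.43 in unstimulated cells. Matrix genes that the paper reports as higher in its PCR array had 0.03 and -0.18, genes under ErbB1/2 inhibition 0.05 and -0.03, and other matrix genes 0.20 and 0.06. None of these lists passed (adjusted p of 0.817 and 0.284 for the PCR array genes, camera with Benjamini-Hochberg adjustment). With the length and GC trend removed the PCR array genes had -0.191 and -0.175 and passed as lower (adjusted p = 0.0232 and 0.00447 from the same test). Genes under ErbB1/2 inhibition and other matrix genes again passed in neither comparison. Medians were -0.22 and -0.22 for p53 targets, 0.30 and 0.27 for cell cycle genes, -0.02 and 0.80 for cardiomyocyte markers, -0.76 and -0.53 for smooth muscle and pericyte markers, -0.60 and -0.62 for epicardial and mesothelial markers, and -0.03 and -0.24 for fibroblast markers. The matrix gene that the paper reports as lower, Mmp1a, was under the filter on low counts.

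Whether the paper's PCR array used the RNA that was sequenced is not named in its text, and its protein assays measured protein. The RNA-Seq values of the genes it names there are given here as values only, as log2 fold changes in unstimulated and stimulated cells. In the ErbB system they were Egfr 0.12 and 0.0314, Erbb2 -0.48 and -0.41, Erbb3 1.15 and 0.43, Hbegf -1.25 and -1.21, Ereg -0.41 and -0.24, Btc 0.45 and 0.19, Tgfa -0.51 and -0.82, Egf -0.11 and -0.46, Nrg1 -0.89 and -0.67, Nrg2 -0.64 and -0.71, Nrg4 0.46 and -0.19, and Erbb4, Areg, Epgn and Nrg3 were under the filter. Past the threshold were Erbb2, Erbb3, Hbegf, Ereg and Nrg1 in unstimulated cells and Hbegf and Tgfa in stimulated cells. Among matrix genes they were Col1a1 -0.0163 and -0.28, Col3a1 -0.0424 and -0.20, Col5a1 0.0411 and -0.18, Col6a1 0.0395 and -0.15, Fn1 0.26 and 0.12, Postn 0.0563 and 0.17, Thbs1 -0.19 and -0.36, Thbs2 0.32 and -0.27, Ctgf -1.51 and -1.04, Vcan 0.93 and 0.56, Itgb1 0.032 and -0.0346, Mmp2 -0.67 and -0.77, Mmp3 0.72 and 0.84, Timp1 -0.76 and -0.48, Timp2 -0.11 and -0.0154. Of these Ctgf, Vcan, Mmp2 and Mmp3 passed in unstimulated cells and Ctgf, Mmp2 and Mmp3 in stimulated cells. For the genes under ErbB1/2 inhibition they were Adamts1 0.0612 and -0.0215, Adamts2 0.50 and 0.41, Mmp12 -0.15 and -0.31, Mmp14 0.22 and 0.42, Itga2 0.26 and 0.52, Itga3 -0.78 and -0.74, Thbs3 -0.55 and -0.43, Cd44 0.40 and 0.0163, Vcam1 -0.12 and -0.19. Of these Adamts2, Itga3 and Cd44 passed in unstimulated cells and Itga3 in stimulated cells. For other matrix genes and TGF-β signaling they were Ecm1 -0.73 and -0.58, Spp1 0.91 and 0.90, Lama2 0.0633 and -0.28, Comp -0.58 and -0.50, Chad 0.46 and -0.018, Clip2 0.0938 and 0.17, Pdgfra 0.34 and 0.39, Tgfbr1 0.64 and 0.63, Tgfbr2 0.24 and 0.33, Smad2 0.10 and 0.09, Smad3 0.20 and 0.0326, Smad4 0.21 and 0.0355. Of these Ecm1, Spp1 and Tgfbr1 passed in unstimulated cells and Ecm1 and Spp1 in stimulated cells. Many of these calls depended on single libraries. Of the 6 fits that each left out a library of the comparison, all 6 kept Hbegf, Ctgf and Mmp2 in both comparisons and Ecm1 in unstimulated cells. In unstimulated cells Erbb2 and Nrg1 were lost in 5 of 6, passing only without control library 2 (adjusted p = 0.00844 and 0.00391 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Erbb3, Vcan and Tgfbr1 in 5 of 6, passing only without control library 3 (adjusted p = 0.00681, 0.00128 and 0.000973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp3, Adamts2, Itga3 and Cd44 were lost in 4 of 6, passing only without control library 2 or 3, and Ereg and Spp1 in 3 of 6. In stimulated cells Tgfa, Mmp3, Itga3 and Spp1 were lost in all 6 fits, with lowest adjusted p values of 0.0508, 0.0598, 0.0772 and 0.079 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Ecm1 in 3 of 6.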
